# Genetics instability of wtAAV2 genome and AAV promoter activities in the Baculovirus/Sf9 cells system

**DOI:** 10.1371/journal.pone.0199866

**Published:** 2018-07-05

**Authors:** Adrien Savy, Minna U. Kaikkonen, Adrien Léger, Yohann Dickx, Lionel Galibert, Otto-Wilhelm Merten

## Abstract

The human Adeno-Associated Virus serotype 2 (wtAAV2) is a common non-pathological virus and its recombinant form (rAAV) is widely used as gene therapy vector. Although rAAVs are routinely produced in the Baculovirus/Sf9 cell system, wtAAV2 has never been studied in this context. We tried to produce wtAAV2 in the baculovirus/Sf9 cell system hypothesizing that the wtAAV2 may be considered as a normal recombinant AAV transgene. Through our attempts to produce wtAAV2 in Baculovirus/Sf9, we found that wtAAV2 p5 promoter, which controls the expression of large Rep proteins in mammalian cells, was active in this system. p5 promoter activity in the baculovirus/Sf9 cell system leads to the expression of Rep78 that finally excises wtAAV2 genome from the baculovirus genome during the earliest phases of baculovirus stock production. Via p5 promoter expression kinetics and strand specific RNA-Seq analysis of wtAAV2, rAAV and Rep2/Cap2 cassettes in the baculovirus context we could demonstrate that wtAAV2 native promoters, p5, p19 and p40 are all active in the context of the baculovirus system and lead to the expression of different proteins and peptides. In addition, this study has proven that the baculovirus brings at least some of the helper functions needed in the AAV replication/life cycle.

## Introduction

Wild type adeno-associated virus (wtAAV) has first been described as a contaminating virus in an adenovirus preparation [1] and was later developed as gene therapy vector because of its favorable features such as non-pathogenicity or its capacity to transduce dividing and non-dividing cells/tissues [2]

WtAAV2 is characterized by a 4,679 bases single-stranded DNA genome including Inverted Terminal Repeats (ITRs) [3] at both ends. ITRs are fundamental to the AAV biology and take part, amongst other functions, in the initiation of DNA replication [4]. The AAV genome encodes for 2 well described protein families as well as AAP [5] and the hypothetical X protein [6, 7]. The *cap* gene codes for the 3 structural elements VP1, VP2 and VP3, which are overlapping sequences. Their expression is driven by the unique p40 promoter. Alternative splicing with two different acceptor sites results in two transcripts. The larger one is translated into the virion protein 1 (VP1, 87 kDa). The shorter mRNA encodes the two other structural elements, VP2 (72 kDa) which originates from a non-canonical start codon (ACG) and VP3 (62 kDa) which is translated from a downstream conventional start codon (AUG). These three structural proteins differ from each other at their N-terminus sequences. VPs assembly leads to an icosahedral capsid composed of 60 VP proteins displaying a VP1:VP2:VP3 ratio about 1:1:10 [8]. This ratio reflects the relative efficiency of translation initiation of the three start codons and abundance of the two transcripts.

The four replicase proteins are encoded by the *rep* gene, under the control of two promoters located in position 5 (p5) and 19 (p19). Transcription from p5 and p19 resulting in two overlapping transcripts (4.2 and 3.6 kb), combined to internal splicing lead to four non-structural proteins, two large (Rep78 and Rep68) and two small (Rep52 and Rep40) named after their molecular weight. The large Rep proteins are involved in AAV DNA replication through fixation to the Rep-Binding Element (RBE) and the terminal resolution site (trs) sequences on ITR coupled with helicase and endonuclease activities. Large Rep proteins also mediate wtAAV2 genome integration into the host genome. They catalyze the resolution of the covalently closed AAV termini [9] which involves sequence specific DNA binding, strand specific nicking, and DNA unwinding mediated by an ATPase helicase domain [10]. Their functions are also required for the rescue of the wtAAV genome from its site of integration (excision of the wtAAV genome upon infection of the host cell by a helper virus (adenovirus, herpes virus [1]). Small Rep proteins are involved in the accumulation of single-stranded DNA from double stranded replicative intermediates and contribute to genome encapsidation into pre-formed capsids [11].

The baculovirus insect cell system was described as a very efficient and scalable production system for rAAV vectors [12,13]. Thus, we used the baculovirus/Sf9 expression system to produce various rAAVs, including one consisting of wtAAV2 sequence as recombinant genome (with the erroneous assumption of its inertness in the context of the baculovirus system). We discovered that wtAAV2 production was not possible in the baculovirus/Sf9 cell system due to undescribed and unanticipated activity of native AAV promoters leading to early wtAAV2 genome excision from the baculovirus backbone. The results obtained suggest that AAV promoters could be used for AAV production in context of the baculovirus system.

## Materials and method

**wtAAV2** sequence (NC_001401.2) has been obtained by gene synthesis from Genewiz company and cloned into pGRG25 plasmid [14].

### Recombinant Bacmid DNA

wtAAV2 sequence and other constructs have been transposed into modified Bac-to-Bac (Invitrogen) system (where *chitinase* and *cathepsin* genes were deleted) at Tn7 [15] site though pGRG25, pBF pPac 1 or pFastBac donor plasmids. Bacmid insertion was validated by PCR with M13 pUC primers (S1 Table).

### Generation of baculovirus stock

2 μg of bacmid DNA were transfected into 10^6^ Sf9 cells using Cellfectin II (Invitrogen) according to the manufacturer's instructions. Plates were incubated at 27°C. 5 days post-transfection, 10-fold serial dilutions of the transfection supernatant were used to perform lysis plaque assays. 10 days later, 5 isolated plaques were picked up and amplified in T25 cells flasks seeded with 5 million of Sf9 cells. After 5 days, baculovirus integrity and functionality was checked by qPCR and western blot, respectively. Two clones were then amplified in shake flasks (Corning). Baculovirus titrations were performed using the lysis plaque method as described in [16].

### Baculovirus DNA extraction from lysis plaque

Have been performed as described by McCarthy [17].

### Baculovirus sequencing

Sanger sequencing of the bacmid Tn7 site was performed by Beckman Coulter Genomics, using primers M13 pUC Fw and Rv (S1 Table).

### Fused Rep78-eGFP protein

pGRG25 p5-Rep78eGFP was built by Gibson Assembly (NEB). The first fragment coming from the 3'-end of Rep78 was amplified by PCR from the pGRG25-AAV2wt with primers Fragment_1_Fw and Fragment_1_Rv. Fragment 2 was obtained by amplification of the eGFP with Fragment_2_Fw and Fragment_2_Rv (S1 Table. Upper case bases represent overlapping sequences between fragments). pGRG25-AAV2wt was digested with BstBI and XcmI (NEB) restriction enzymes (WT AAV genome base 1,624 and 4,013). The remaining plasmid backbone was assembled with fragments 1 and 2, following the manufacturer’s protocol. The sequence was subsequently verified by Sanger sequencing.

### Rep78-eGFP ΔITR

The Rep78-eGFP ΔITR construct was built by PCR amplification of the pGRG25 p5-Rep78eGFP with the following primers Rep78eGFP_Fw and Rep78eGFP_Rv. The purified PCR product was cloned into pBF pPacI plasmid.

### p5-eGFP

The p5-eGFP construct with the ITR was built by Gibson Assembly (NEB). The p5 promoter sequence was generated by PCR on the pGRG25-AAV2wt with primers p5_Fw and p5_Rv. eGFP sequence was generated with primers eGFP_Fw and eGFP_Rv. The pGRG25-AAV2wt was digested with PpuMI and XcmI (NEB) restriction enzymes. Remaining plasmid backbone was assembled with p5 and eGFP fragments, following manufacturer’s protocol. The obtained DNA construct were asserted by sequencing.

### Tn7 Site PCR

Was performed using the Q5 hot Start Polymerase (NEB) with M13 pUC Fw and Rv primers following manufacturer’s protocol.

### Western blot

One million of transfected Sf9 cells were pelleted and the supernatant was removed. Pellets were resuspended in 100 μL of lysis buffer (Tris/phosphate 25 mM, pH 7.8, Glycerol 15%, DTT 1 mM, EDTA 1 mM, MgCl_2_ 8 mM, Triton 0.2%) with Protease Inhibitor Cocktail (04693116001—Roche). Samples were kept on ice for 30 minutes. 20 μL was mixed with LDS 4X (NP0007—Invitrogen) and 10X reducing agent (NP0004—Invitrogen). Samples were then heated 30 minutes at 94°C and ran on a polyacrylamide gel (NuPAGE 4–12% Bis-Tris Gel—Invitrogen). After migration, proteins were transferred onto a nitrocellulose membrane using the iBlot transfer system (Invitrogen, following manufacturer protocol). Membranes were saturated for 1h with blocking buffer (Odyssey). Rep detection was performed with Ig 259.5 (65158—Progen) whereas eGFP detection was performed using ab1218 (9F9.F9—Abcam) as primary antibody. Both were diluted 1/250. Antibody 680 LT (925–68020 Li-cor) diluted 1/20.000 was used as secondary Ab. WB against baculoviral p35 protein was performed with NB100-92383 rabbit antibody (Novus biologicals) diluted 1/5.000 as primary Ab and Ab 800 CW diluted 1/20.000 (925–32211 Li-cor) as secondary Ab. Images were acquired with Odyssey imager (Li-cor).

### Viral DNA extraction

Viral DNA extractions were done in triplicate from cell pellet or cellular culture. 5 μL of sample were added to 45 μL of DNase I buffer (Tris HCl 13 mM, CaCl_2_ 0.12 mM and MgCl_2_ 5 mM) with 10 U of DNase I (Invitrogen—90083), and digested for 30 minutes at 37°C. Capsid degradation was performed with proteinase K digestion (Roche) and purification of viral genomes were made using the MagNa Pure 96 DNA and Viral NA Small Volume kit and the MagNa Pure 96 instrument (Roche) following the manufacturer’s protocol. Elution volume was set to 50 μL.

### RNA extraction

Transfected cell medium was discarded; cells were washed once with PBS. After PBS removal, cells were lysed with Trizol. RNAs were purified with chloroform, then precipitated with isopropanol and washed with 70% ethanol. RNAs were then resuspended in RNAse free water. 5 μg of RNA were digested with 2 unit of DNase I (#18068–015—Invitrogen) for 3 hours at 37°C to remove residual DNA. DNase I was inactivated by addition of 1μL of EDTA 25 mM and heated 10 minutes at 65°C.

### Ribosomal RNA removal

Ribosomal RNAs were removed with Ribo-Zero Kit (Epicentre—Illumina) following manufacturer's instructions.

### RNA-Seq

RNA-Seq libraries were prepared from ribosome depleted RNAs as described [18]. Briefly, RNAs were fragmented and end-repaired using PNK-mediated dephosphorylation. After clean-up using the RNA Clean & Concentrator™-5 kit (Zymo Research), RNAs were polyadenylated and cDNA synthesis was performed using oligo dT-stretch and Illumina small RNA library adapter sequences. DNA-RNA hybrids were purified using the ChIP DNA Clean & Concentrator™ kit (Zymo Research), RNase H treated and circularized. cDNAs were amplified for 11–16 cycles and a product of 200–375 bp was extracted from 8% TBE Gel (Thermo Fisher Scientific). Libraries were quantified (Qubit dsDNA HS Assay Kit on a Qubit fluorometer, Thermofisher, Carlsbad, CA, USA) and pooled for 50 bp single-end sequencing with Illumina HiSeq2000 (GeneCore, EMBL Heidelberg, Germany).

### Bio-informatic pipeline and analysis

Libraries were sequenced for 50 cycles on an Illumina HiSeq 2000 according to manufacturer’s instructions. Fastq sequences were cleaned using FastqSweeper 0.1 (https://github.com/a-slide/FastqSweeper). FastqSweeper was run with default options and the following adapter sequences were trimmed: PolyA: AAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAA, Custom_adapter: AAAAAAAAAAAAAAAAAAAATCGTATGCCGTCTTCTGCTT and Truseq_indexed_adapter: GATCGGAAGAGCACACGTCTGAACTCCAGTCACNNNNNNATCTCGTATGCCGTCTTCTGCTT. After trimming, reads shorter than 25 nt were removed. The remaining reads were aligned against the draft genome assembly of Spodoptera frugiperda Sf21 [19], and only the non-matching reads were extracted in a new fastq file. FastqSweeper report is provided in S2 Table.

Alignment was performed using bowtie to the custom genomes (constructed based on known vector sequences, bacmid genome sequence, S4 .txt file). HOMER 4.3 (http://homer.ucsd.edu/homer/) was used to prepare bedGraphs and quantify the reads for all annotations in reads per kb per million reads (RPKM). RNA-Seq results were visualized with Integrative Genomic Software (Broad Institute).

### qPCR

Quantitative PCR (qPCR) was performed by TaqMan hydrolysis in LC480 (Roche). Baculovirus qPCR titration was performed on baculovirus DNA polymerase sequence with Bac_DNA_Pol_Fw, Bac_DNA_Pol_Rv primers and Bac_DNA_Pol_Probe.

For WT AAV titration wtAAV_Fw, wtAAV_Rv primers were used with the wtAAV_Probe.

For γ-SGC titration, SGC_Fw, SGC_Rv were used with SGC_Probe.

Primers are described in S1 Table.

### FACS

FACS analysis were performed with a BD FACSCalibur. Transfected cell medium was removed, cells were washed and resuspended in PBS before analysis. Data sets were analysed with FlowJo software.

## Results and discussion

### p5 promoter is active in baculovirus/Sf9 context and drives the expression of Rep78 leading to rAAV transgene excision

In mammalian cells, plasmid containing the wtAAV2 genome has to be co-transfected with a plasmid encoding adenovirus helper functions to enable efficient replication of the virus [20]. In the baculovirus expression system [15], recombinant baculoviruses are generated by transfection of bacmid DNA into Sf9 insect-cells. Baculovirus clones are then isolated by plaque lysis and amplified in culture flasks followed by analysis of transgene integrity using qPCR. On the other hand, recombinant AAV vectors are produced by co-infection of two baculoviruses bringing in the rAAV vector sequence and the Rep and Cap functions under the control of very-late baculovirus polyhedrin and p10 promoters, respectively. Following the amplification steps of the baculovirus encoding the wtAAV2 cassette, we were unable to detect any wtAAV2 genome by qPCR while the bacmid DNA used for transfection did contain the wtAAV2 genome. In parallel, recombinant baculoviruses harboring the gamma-sarcoglycanopathy gene (*γ*-SGC used as a reference gene [21]), had conserved their genetic integrity (i.e. equivalent copy number of *γ*-SGC amplicon and baculovirus DNA polymerase amplicon are obtained by qPCR).

To investigate how the loss of the wtAAV2 genome could happen, we extracted viral DNA five days after transfection and performed qPCR titration on ITR and the baculovirus backbone for both rAAV *γ*-SGC, wtAAV2. Same copy numbers of the recombinant rAAV/wtAAV2 genome cloned in the baculovirus and of the baculovirus backbone alone confirmed that recombinant cassettes were still present, with an integrity value close to one. Baculoviral DNA was then extracted from well isolated lysis plaques after ten days in order to perform a PCR on the insertional Tn7 site. After insertion at the Tn7 site, the PCR products should have been of 5.5 kb and 4.6 kb for wtAAV2 and rAAV *γ*-SGC sequences, respectively. PCR products were of 1 kb for the wtAAV2 cassette and of the expected size for the rAAV *γ*-SGC. These results indicated that the wtAAV2 genome was somehow excised from the bacmid backbone for all selected clones, but not the rAAV *γ*-SGC cassette used as control (Fig 1). The 1 kb product obtained was then sequenced. It corresponded mostly to recombinant bacmid genome, but instead of containing the full wtAAV2 genome, we only detected the first 25 bases of the 5’ ITR (data not show). No trace of the 3’ ITR was detected, suggesting its full excision.

**Fig 1:**
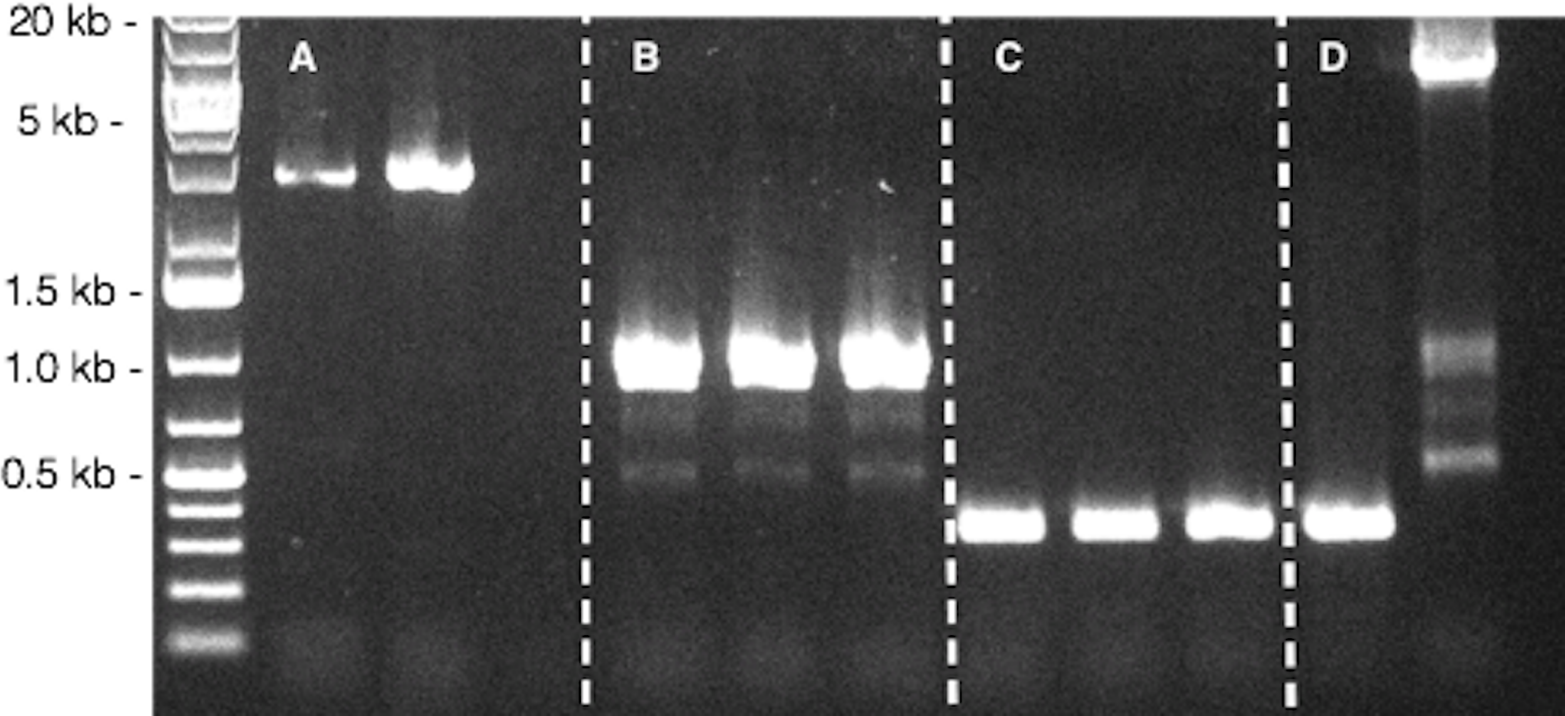
PCR at the baculovirus Tn7 site after clonal selection with lysis plaque assay. A. PCR bands from two baculoviruses carrying the *γ*-SGC transgene cassette (3.8 kb length). B. PCR from three clones of baculovirus carrying the wtAAV2 genome after lysis plaques. Bands are only one kb in length, meaning that wtAAV2 genome has been excised from the baculovirus backbone. C. PCR on three empty (Bac-to-Bac, Invitrogen) baculoviruses after lysis plaque displayed a 325 bp in length bands. D. PCR on empty bacmid DNA and on bacmid carrying the wtAAV2 genome. The gap between the PCR bands on row B and the second one on row D demonstrate the excision phenomenon.

Taking into account the endonuclease activity of Rep78 on ITRs, we hypothesized that it would be a good candidate to explain the excision of the wtAAV2 cassette from the baculovirus genome. To test this hypothesis, new bacmids were generated where eGFP was fused to Rep78, either with or without the ITRs (Rep78-eGFP ΔITR), under the control of wtAAV2 p5 promoter.

Transfection of bacmid (Rep78-eGFP-ITR) allowed detection of eGFP expression in Sf9 cells (Fig 2). Following this first expansion of baculoviruses, clonal selection was performed using the lysis plaque technique and isolated clones were expanded in culture flasks for 5 days. Out of the five colonies tested for Rep78-eGFP with ITRs, four exhibited no eGFP expression, despite evident signs of baculoviruses infection. For the last clone few green cells were detected (Fig 3). All baculovirus encoding Rep78-eGFP in the absence of ITRs displayed eGFP positive cells (data not show). The loss of eGFP expression between the bacmid transfection step and infection after clonal selection only observed with the construct harboring Rep78-eGFP between the ITRs could be explained by the cassette excision from the baculovirus backbone through its own Rep78-eGFP nicking and helicase activities. This result indicates that p5 led to Rep78 expression, which means that the native AAV p5 promoter is active in the baculovirus/Sf9 system and that Rep78 expression leads to genome excision only when coupled with the presence of ITRs.

**Fig 2:**
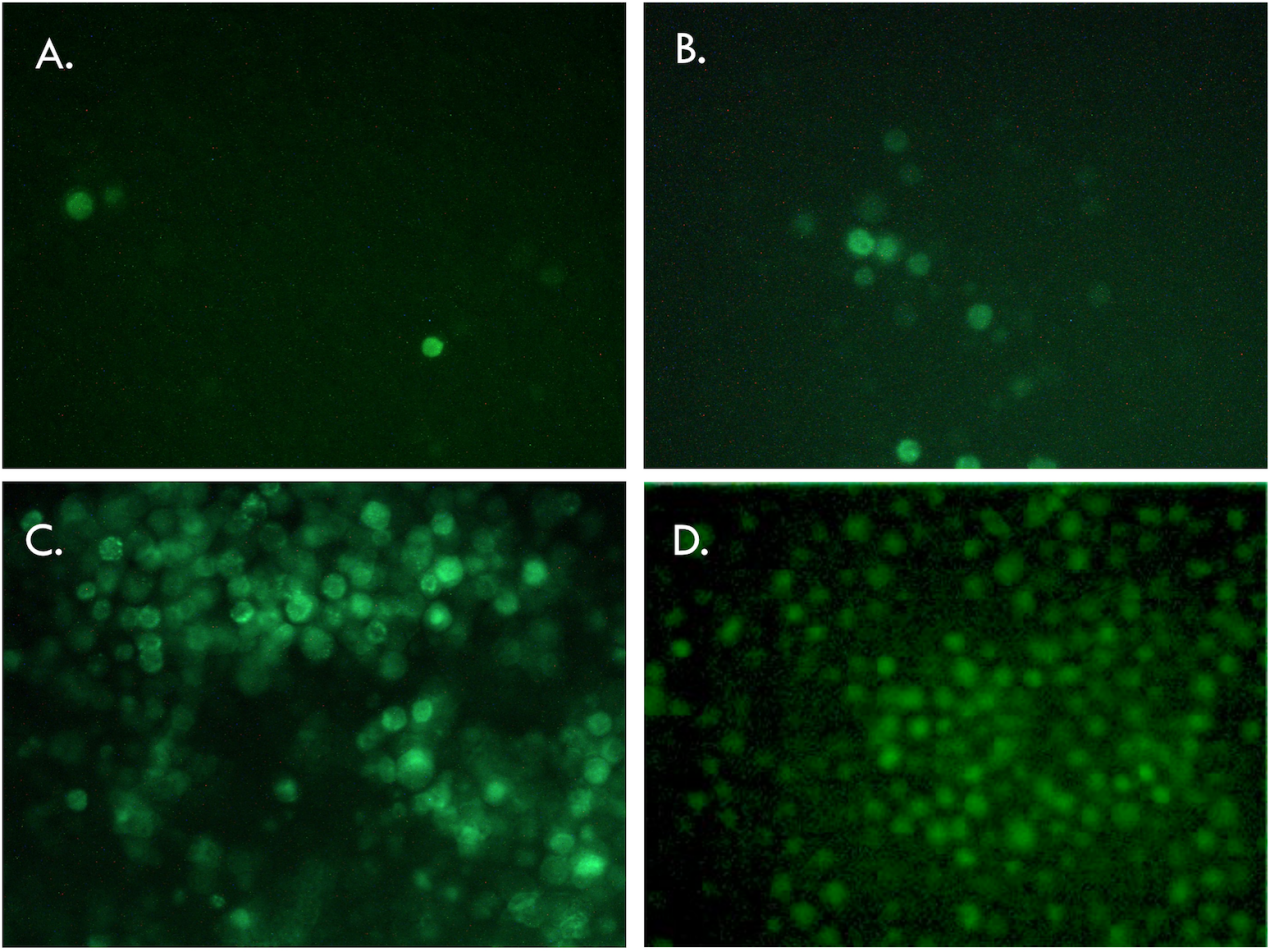
Fluorescence microscopic observation of Sf9 cells transfected with bacmid containing the Rep78eGFP cassette and expressing GFP. **A, B** and **C**, 30, 55 and 120 hours post transfection of bacmid containing the Rep78eGFP fusion protein under the native p5 promoter. GFP is visible after 30 hours post transfection, and the combination of baculovirus replication followed by cell infection led to near 100% of the cells being GFP positive 120 hours post transfection. **D.** 120 hours post transfection with the bacmid containing the construct Rep78eGFP delta ITR.

**Fig 3:**
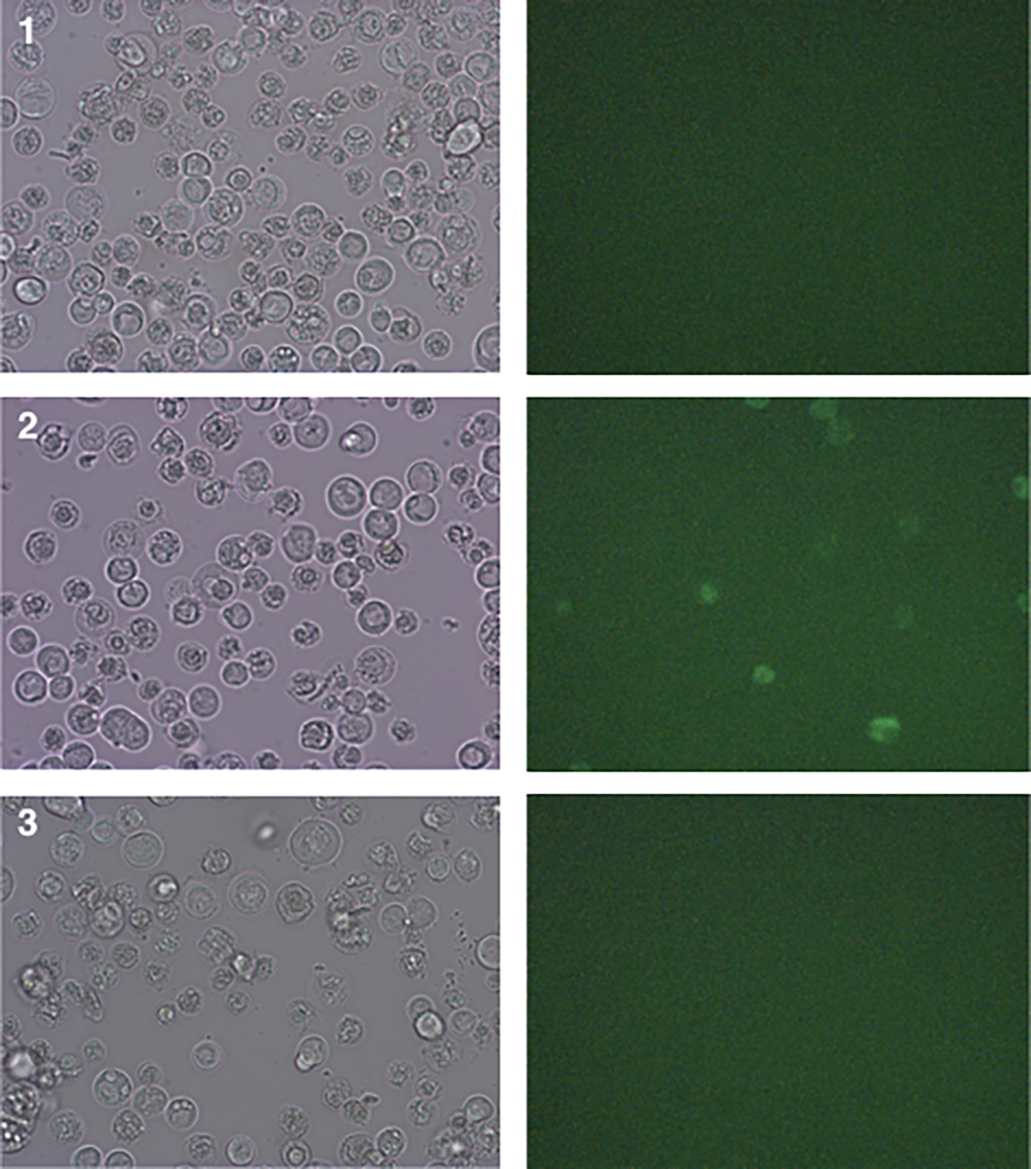
Microscopy observation of infected Sf9 cells 5 days post-infection. Three different baculovirus (carrying the Rep78-eGFP ITR construct) lysis plaque clones have been used to infect T75 cell flasks (panels 1–3). Despite obvious signs of baculoviruses infection, only in one flask eGFP expression could be observed, meaning that the ITR-Rep78eGFP-ITR construct has been excised from the baculovirus backbone before the reinfection in most of the cases.

### p19 promoter is active in baculovirus

Based on the unanticipated activity of p5 and since p19 activity was previously reported to drive the expression of Rep52 in the baculovirus context [22], we wonder whether the fluorescence observed after transfection with the p5-Rep78-eGFP construct was the result of p5 activity alone or if Rep52-eGFP was also expressed from p19. To study this, two additional constructs were used. The first one consisted in p5-Rep78-eGFP ΔITR, the second only harbored p5-eGFP between the ITRs (p5-eGFP). Fig 4 shows a western blot against Rep proteins 5 days post-transfection where Rep78 and Rep52 could easily be detected in the wtAAV2 construct and Rep78-eGFP and Rep52-eGFP for both fused constructs. For all samples studied, Rep52 was detected to a lesser extent than the large Rep78. It should be noted that both spliced forms Rep68 and Rep40 were not detected in our western blot.

**Fig 4:**
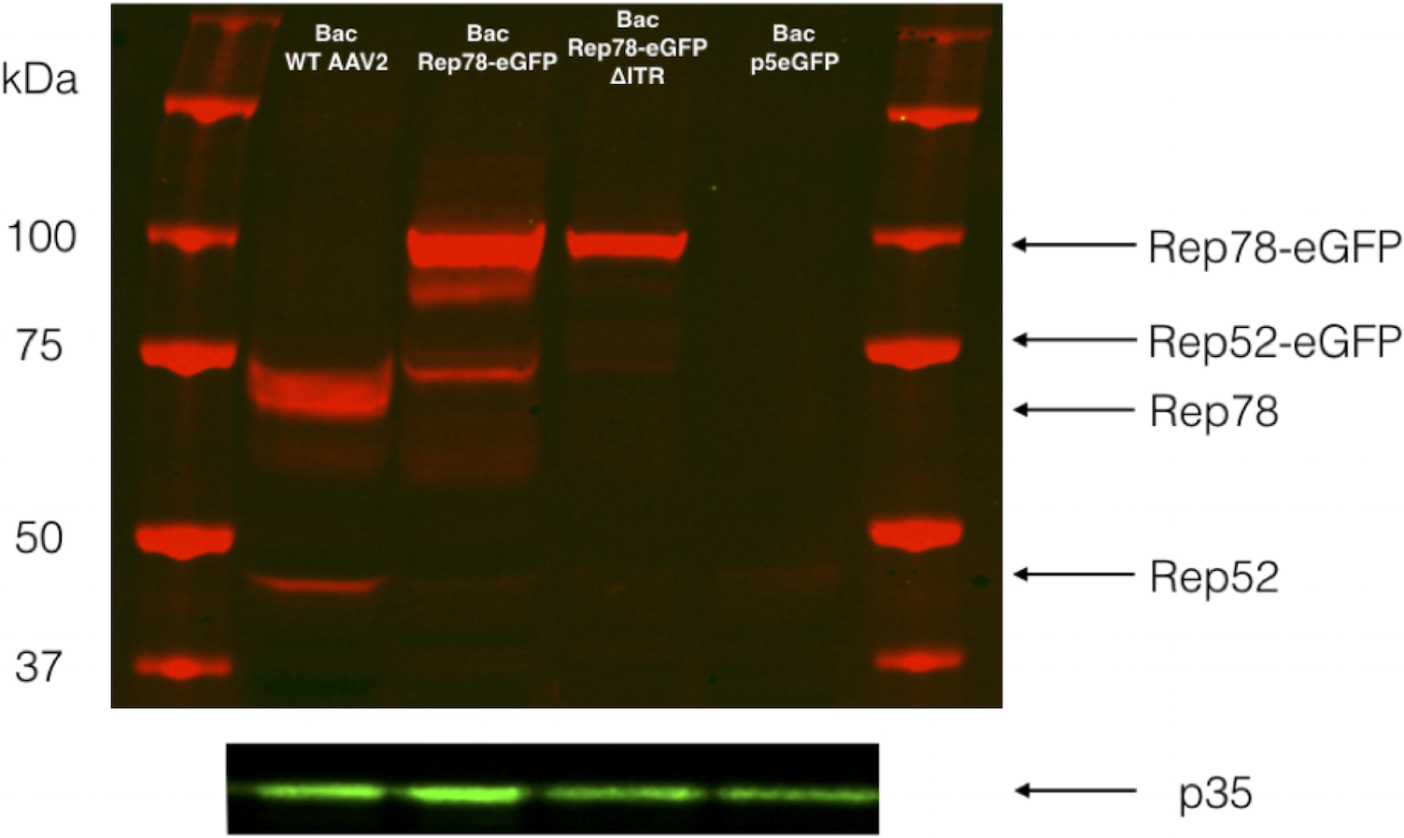
Western blot against Rep proteins, five days post transfection with different bacmid constructs (as indicated above the rows). Large Rep78 proteins are always detectable, excepted for the p5eGFP construction. Small Rep52 proteins are largely less detectable than large Rep proteins. The gap between Rep size can be explained by the eGFP fusion. p35 proteins represent the overall baculovirus proteins amount.

In mammalian cells, depending on the presence or absence of helper functions, expression of Rep proteins is highly regulated through several auto-activation or auto-inhibition loops [23, 24]. In absence of helper functions, Rep proteins repress the p5 and p19 promoters. On the other hand, in presence of such helper functions the ITR Rep Binding Elements (RBE) activates all promoters. In order to determine if the influence of ITRs on Rep protein expression was the same in the baculovirus/Sf9 cell system than in mammalian cells, Rep78-eGFP ΔITR and the p5-eGFP constructs were used. We performed a kinetic study of Sf9 cells transfected with bacmids carrying the different constructs and followed eGFP expression by FACS analysis during 7 days (Fig 5). All along the experiment, the ITR-containing Rep78-eGFP construct showed a significantly higher level of eGFP expression than Rep78-eGFP ΔITR and p5-eGFP constructs. The eGFP expression profile was comparable for p5-eGFP and Rep78-eGFP ΔITR. Both of them showed low eGFP expression with only weak increase over the experimental time course. Parallel monitoring of cell viability revealed no significant variation between the various constructs. These data suggest that wtAAV2 p5 promoter is naturally active in the baculovirus/Sf9 cell system and that Rep78 protein auto-activates its expression through interaction with the RBE on ITR. However as depicted in Fig 6, the detection of an unknown fused eGFP-peptide within the Rep-eGFP fusion construct, do not allow us direct GFP expression level comparison between the ITR-containing-p5-eGFP construct and both Rep-eGFP (+/- ITRs), in order to detect any Rep proteins influence.

**Fig 5:**
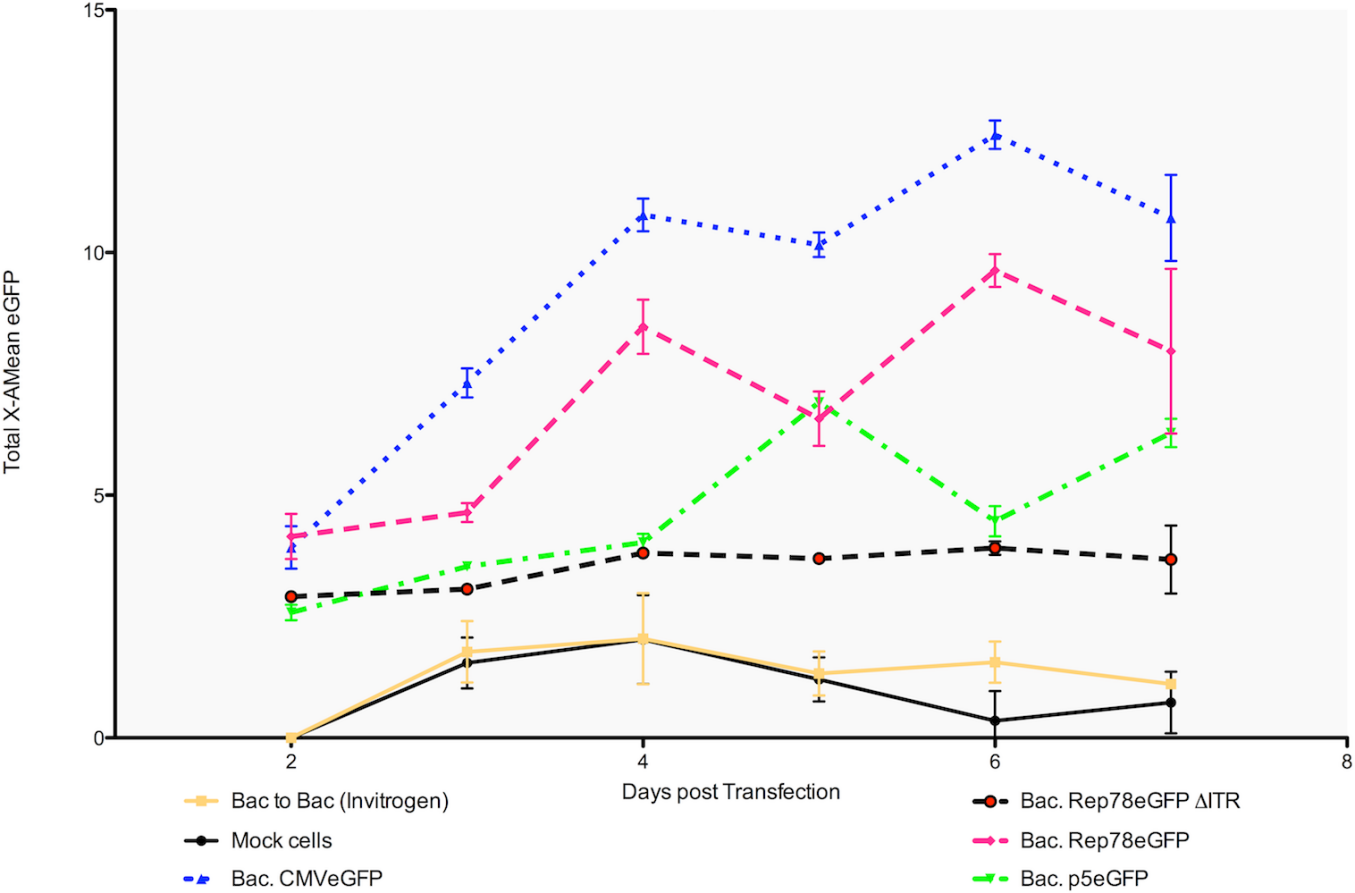
Kinetics of GFP expression by FACS analysis during the seven days following the bacmids transfections. The positive control (blue dots): bacmid with the eGFP protein under the control of CMV promoter. Negative control: cells transfected without bacmid DNA, showing no GFP fluorescence, as for the Bac-to-Bac construct (without any GFP). GFP expression levels were highly similar between the p5eGFP construction and the Rep78eGFP (without ITR), excepted 5 days post transfection. In comparison the Rep78eGFP, within the ITRs context, showed a higher level of GFP expression than the same construct without ITR. This highlights the influence of ITRs on Rep expression via p5 and/or p19 promoters (n = 3). The bars represent the standard deviation.

**Fig 6:**
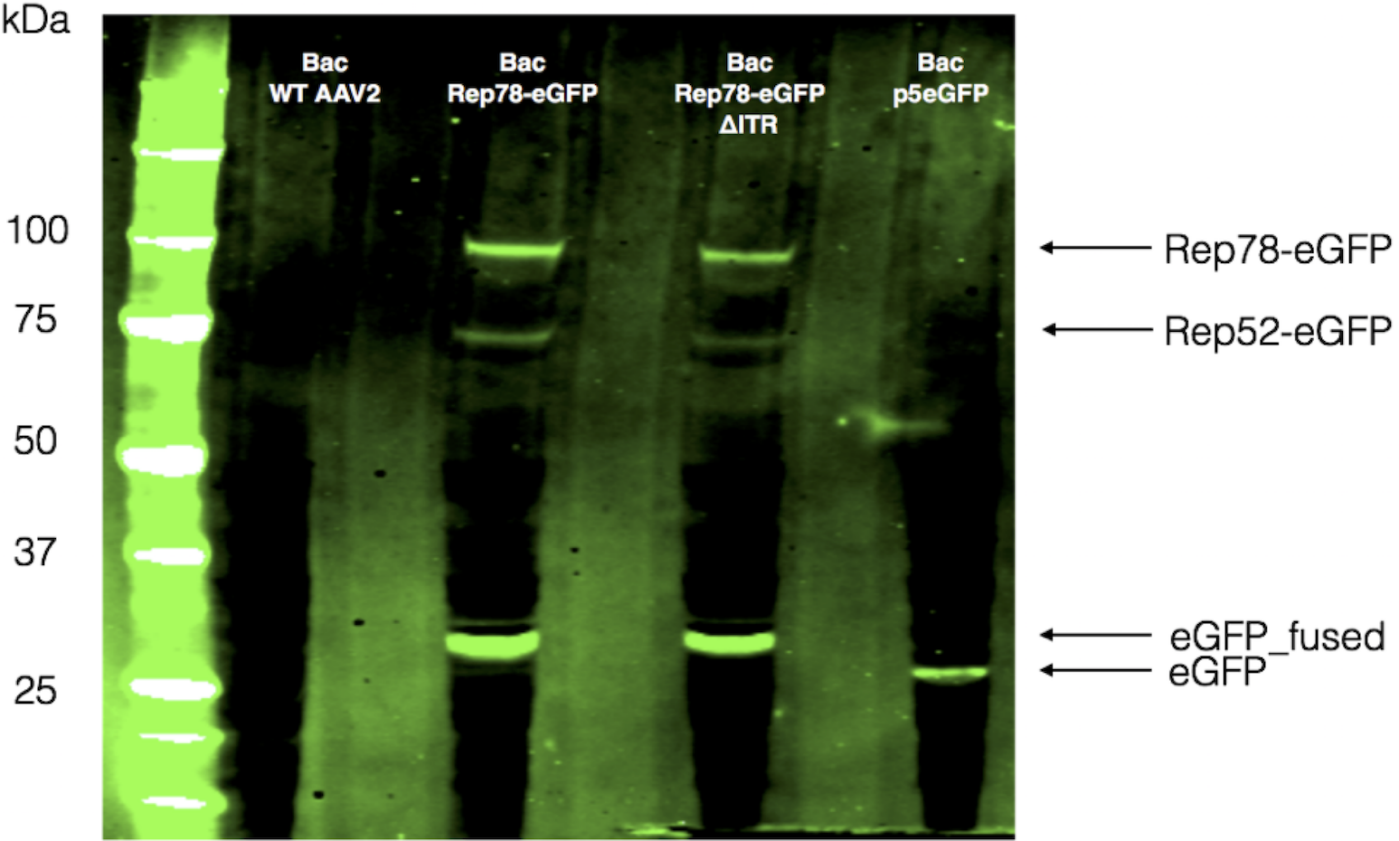
Western blot revealed GFP expression 5 days post-transfection. Sf9 cells were transfected with the different bacmid constructs as indicated at the top of the rows. GFP protein was not detectable, as expected, for the WT AAV2 baculovirus. Rep78eGFP and Rep52eGFP were detected at the expected sizes, respectively. GFP driven by the p5 promoter appeared at 27 kDa, and with the Rep constructs a 32 kDa band was clearly detected.

Regarding the highly regulated Rep protein expression pattern in mammalian cells and the results obtained in this study, we hypothesize that baculovirus brings at least a part of helper functions required by wtAAV2 to replicate. Indeed, to ensure that the p5 and p19 promoters were only active in a baculovirus context, Sf9 cells were also transfected with bacmid DNA carrying the ITR-p5-Rep78eGFP-ITR construct and the same construct harbored in a plasmid. 48 hours post transfection, only the cells transfected with the bacmid DNA were showing signs of eGFP expression (Fig 7), demonstrating the p5 activity only in a baculovirus context and that the baculovirus carries at least, a part of the AAV helper functions as it has been previously suggested [25].

**Fig 7:**
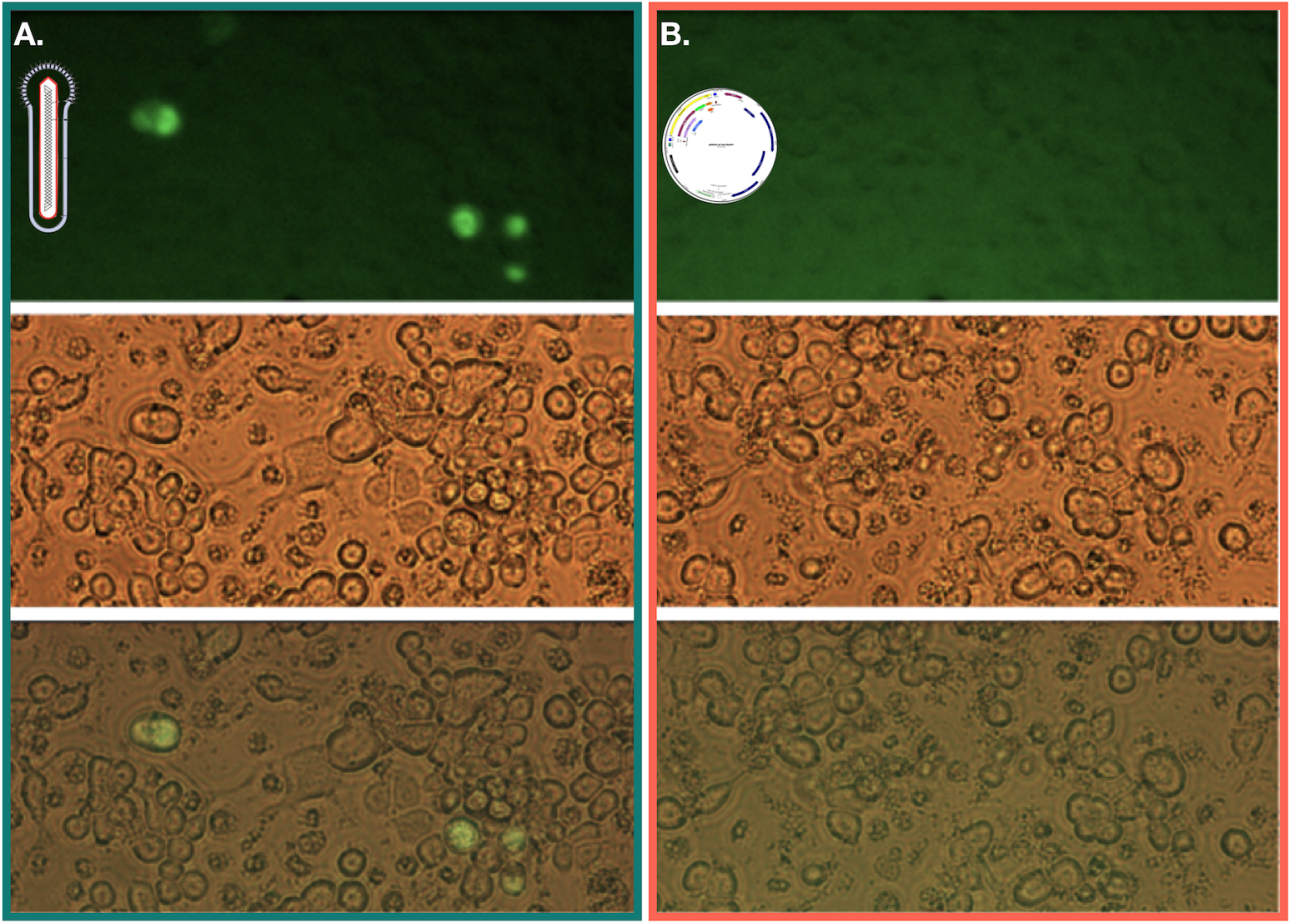
Fluorescent microscopy of transfected Sf9 cells 48 hours post-transfection. **A.** Cells in the have been transfected with a bacmid DNA carrying the ITR-p5-Rep78eGFP-ITR in fluorescent microscopy, light microscopy and merged. **B**. Cells transfected with a plasmid carrying the same construct. eGFP expression is only visible in a baculovirus context.

### Transcriptome of WT AAV2 in baculovirus/Sf9 cells context

In order to fully understand these transcription events, we decided to perform the full strand specific RNA-Seq analysis of wtAAV2 genome in the baculovirus context following transfection of Sf9 cells. To this end, baculovirus DNA containing either the Rep2/Cap2 cassette [13] or the wtAAV2 genome were transfected and RNAs were harvested at different time points (0, 7, 24, 30, 40, 48, 68, 80, 94 and 120 hours) post transfection. 

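RNA-Seq data were deposited for 8 libraries, with 2 replicates for each construct at 48 h and at 94 h post transfection. Sf9 cells are an insect line from Spodoptera frugiperda, and a bacmid is the baculovirus genome carried as a large plasmid, which starts an infection once it is transfected. The libraries keep the strand of the RNA. The authors trimmed the reads, removed those that matched the draft Sf21 insect genome, aligned the rest with bowtie to a custom bacmid sequence carrying the construct, and used HOMER to give each annotated feature in RPKM, the reads per kb of feature scaled to the total of reads of the library. The paper describes removal of ribosomal RNA before library construction, while the sample labels describe enrichment of poly(A) RNA and another gel size range. The labels and the paper thus differ on a step that bears on which transcripts were captured. For each construct the deposited table lists 175 features and the total of reads behind the RPKM of each library. The median total of the 2 wtAAV2 libraries was 502499 reads at 48 h and 2439070.5 at 94 h, and that of the 2 Rep2/Cap2 libraries was 432918 reads at 48 h and 3387420.5 at 94 h. Against the paper's own numbers of reads left after removal of the insect reads, these totals were 4.68% to 11.4% in the 48 h libraries and 22.5% to 44.1% in the 94 h libraries. Multiplying each RPKM by the feature length and the total gave whole reads for 100% of the features in the 8 libraries. For the PolyA feature of wtAAV2, listed at 0 nt, a length of 1 nt was used. The reads behind each value are thus known. The features of the AAV promoters p5, p19 and p40 are only 4 or 5 nt long. On a feature of 5 nt, 1 read was worth 442 and 362 RPKM in the wtAAV2 libraries at 48 h, against 62.1 and 121 RPKM at 94 h. In the Rep2/Cap2 libraries it was worth 620 and 368 RPKM at 48 h, against 64.3 and 54.6 RPKM at 94 h. Ratios between features were computed within each library and then averaged, with exact Clopper-Pearson 95% intervals for each library. Where a feature lies inside the other, its reads were taken as a share of the reads of the outer feature. These intervals cover counting error only, since PCR copies were not identified. With 2 libraries against 2, the smallest two-sided p of an exact permutation test is 0.333, so no single comparison between time points can reach 0.05 by permutation.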

First, RT-qPCRs were performed for all time points to select the most relevant to analyze in RNA-seq (data not shown). The 48h and 94h post transfection time points were selected and further analyzed.

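On the bacmid carrying wtAAV2, the tables place the p5 promoter feature at positions 6603 to 6608, p19 at 7191 to 7196 and p40 at 8171 to 8175, all on the plus strand of the authors' custom sequence. Each ends 25 to 27 nt before the start listed for its mRNA. The mRNA spans start at 6635 (mRNA_Rep78), 7221 (mRNA_Rep52) and 8200 (mRNA_VP1), and all end at 10799. At 48 h, the p40 feature was at 86060 ± 14118 RPKM (SD, n = 2), p19 at 23363 ± 12547 RPKM and p5 at 2151 ± 544 RPKM. The mRNA spans lay at 2494 ± 108 RPKM for mRNA_Rep78, 2667 ± 87.7 RPKM for mRNA_Rep52 and 2773 ± 11.2 RPKM for mRNA_VP1. At p40 and p19 the promoter feature exceeded its mRNA span in each of the 4 libraries. The p5 feature was not above mRNA_Rep78 beyond the spread between replicates.

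**Figure D1:**
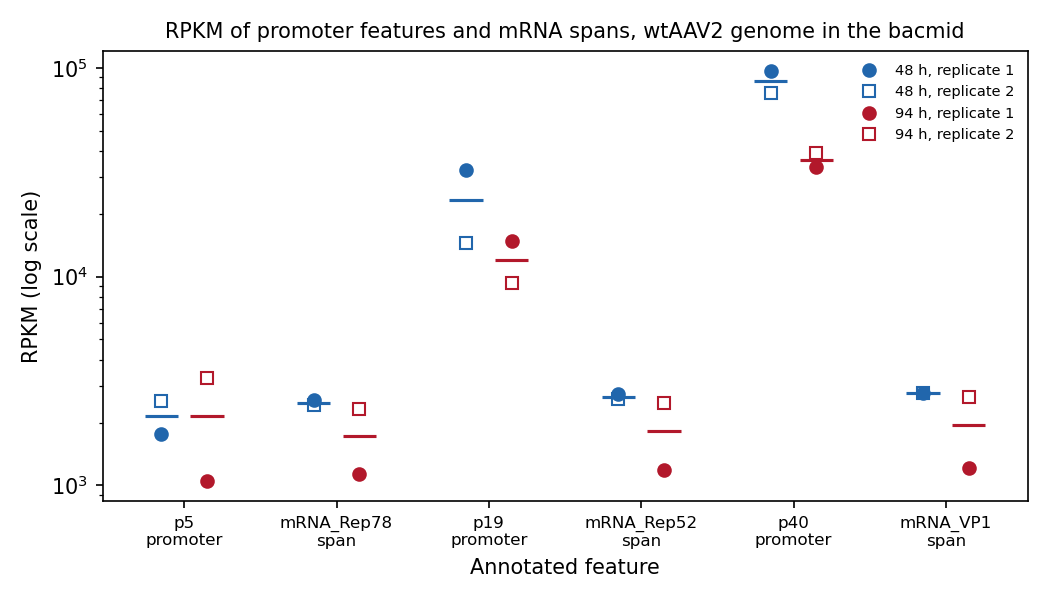
RPKM (vertical axis, log scale) of the promoter features and of the mRNA spans that start 25 to 27 nt after them (horizontal axis) in the wtAAV2 libraries. Each point is 1 library, with filled circles for replicate 1, open squares for replicate 2, blue for 48 h and red for 94 h, and lines mark the means of the 2 replicates. At 48 h p40 is at 96043 and 76077 RPKM, while p5 lies near the mRNA spans.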

RNA-Seq detected an increase of AAV-specific reads near the p5, p19 and p40 promoters for the WT AAV2 genome (Fig 8). These peaks in RNA-Seq data could signify exons or transcriptional stalling along the body of genes due to high GC content or promoter proximal pausing. As no splice sites or GC rich regions were detected, the most plausible explanation for the peaks is promoter proximal pausing that is a common phenomenon at metazoan genes [26]. Our data show evidence that this is also the case for the transcription of AAV genome from the baculovirus system. Overall, the peak height reflects the level of promoter usage. 

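Ranked by RPKM among the 175 features of the wtAAV2 table, the p40 feature was number 1 in replicate 1 and number 2 in replicate 2 at 48 h. It held 174 and 168 reads in these libraries, where 1 read on its 4 nt was worth 552 and 453 RPKM. At 94 h it held 430 and 259 reads and ranked 12 and 6, at 36216 ± 3999 RPKM (SD, n = 2).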

Fig 8 and S3 Table show that p40 is by far the most used promoters of the wtAAV2 sequence in the baculovirus context. Indeed, 48 hours post transfection we detected 4 to 42 times higher level of transcription within the p40 compared to p19 and p5, respectively. Nevertheless, it has to be noticed that gene body counts downstream of p40 were only 1.6 to 2.3 fold higher than those downstream of p19 and p5, respectively. 

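Within the 48 h libraries, the RPKM of p40 was 2.98 times that of p19 in replicate 1 (95% Clopper-Pearson interval 2.25 to 3.97) and 5.25 times in replicate 2 (3.70 to 7.61). Their mean was 4.11 ± 1.61 (SD, n = 2). Relative to p5, p40 was 54.4 times higher in replicate 1 (20.9 to 202) and 30.0 times in replicate 2 (14.2 to 75.8), with a mean of 42.2 ± 17.2 (SD, n = 2). All intervals lay above 1, so p40 exceeded both promoters by more than the counting error in each library. The ratio to p5 rests on 4 and 7 reads, and the ratio to p19 on 73 and 40 reads. Without dividing the reads by the length of the features, the alternative that moved both ratios most apart from leaving out a replicate, they were 3.29 for p19 and 33.8 for p5. The paper takes the height of the peaks as the level of promoter usage, and from these ratios it concludes that p40 is the most used promoter of wtAAV2 in this system.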

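Gene bodies were measured at 48 h as the RPKM of the mRNA span that starts downstream of each promoter. mRNA_VP1, downstream of p40, was 1.02 times mRNA_Rep52, downstream of p19, in replicate 1 (95% Clopper-Pearson interval 1.001 to 1.04) and 1.06 times in replicate 2 (1.05 to 1.08). It was 1.08 times mRNA_Rep78, downstream of p5, in replicate 1 (1.06 to 1.10) and 1.14 times in replicate 2 (1.12 to 1.16). The mean ratios were 1.04 ± 0.030 for p19 and 1.11 ± 0.044 for p5 (SD, n = 2). The spans are nested and share their 3' part, which holds the ratios near 1. The intervals for nested spans were first computed as if the spans were disjoint, and 1 gene body interval then included 1. They were recomputed after the values had been seen, so that exclusion of 1 depends on the method. As an alternative, only the segment from each mRNA start to the next was taken, by subtracting the reads of the nested spans. The mean ratios were then 1.17 for p19 and 1.95 for p5. No start follows that of mRNA_VP1, so for p40 the whole span was kept, which also lies within the other spans. These ratios therefore do not isolate the reads of RNA from p40.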

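Set against its own mRNA span at 48 h, the p40 feature was 34.5 times higher in replicate 1 (95% Clopper-Pearson interval 29.5 to 40.2) and 27.5 times in replicate 2 (23.4 to 32.1), a mean of 31.0 ± 4.97 (SD, n = 2). The same ratio was 8.69 ± 4.42 for p19, at 11.8 and 5.56 in the 2 replicates, so without replicate 1 it is 5.56. For p5 it was 0.868 ± 0.256, and the intervals of both replicates included 1 (0.187 to 1.76 and 0.422 to 2.16). Against only the segment up to the next mRNA start, the ratio of p5 was 1.54. The ratio of p40 was above that of p19 in both replicates, with intervals that did not overlap. Each promoter feature ends 25 to 27 nt before the listed start of its mRNA, so its reads lie outside that span. The ratios alone thus do not show from which start the reads on a promoter feature came.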

The large discrepancy between the promoter and gene body counts suggests that the p40 promoter exhibits significant promoter proximal pausing but still lead to the highest transcriptional event of all three promoters.

**Fig 8:**
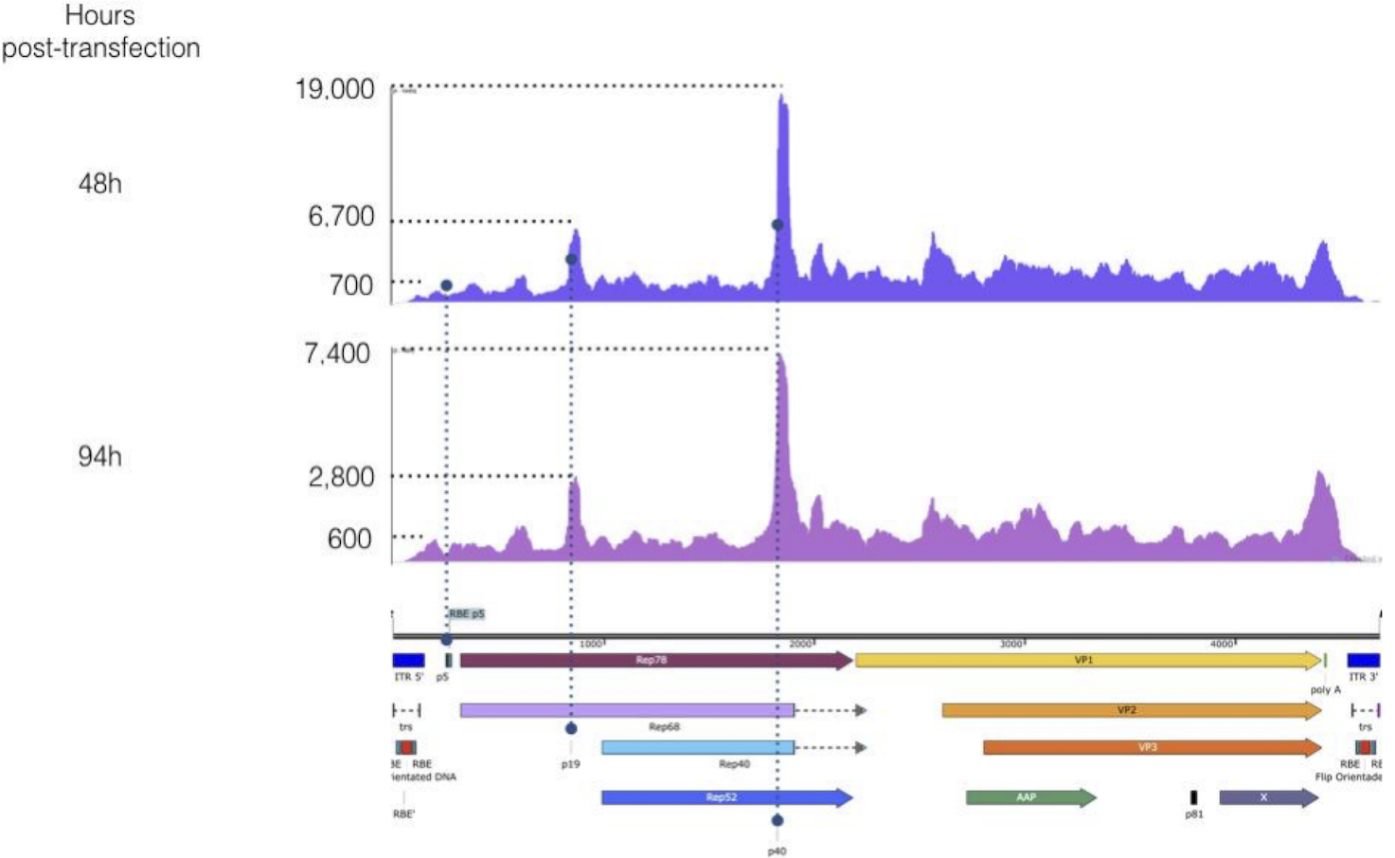
RNA-Seq reads alignment on WT AAV2 positive strand genome 48 and 94 hours post transfection. Peaks of transcription were seen for the sites of the p5, p19 and p40 promoters, with p40 representing the highest level of reads.

Concerning p5 and p19, these values were surprising, regarding the protein expression ratio between Rep78 and Rep52 detected by western blotting, as Rep52 protein is clearly detected at a lower level than Rep78. However, this could be explained by a less efficient translational Kozak context with AGGTAC for Rep52 compared to GCCGCC for Rep78.

94 hours post-transfection, p40 promoter transcription represents 3 and 22 times that of p5 and p19 promoters, respectively. This decrease in p5 specific reads could be easily explained by the wtAAV2 genome excision (Fig 8). In comparison, there was no significant change in the expression of baculovirus IE1 and DNA polymerase, with RPKM ratios between 48 and 94 hours of 1 for IE1 and 0.8 for DNA Polymerase (S3 Table). 

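At 94 h, the RPKM of p40 was 2.25 times that of p19 in replicate 1 (95% Clopper-Pearson interval 1.92 to 2.65) and 4.20 times in replicate 2 (3.25 to 5.50), a mean of 3.23 ± 1.38 (SD, n = 2). Relative to p5, it was 31.6 times higher in replicate 1 (19.5 to 54.8) and 12.0 times in replicate 2 (8.05 to 18.5), a mean of 21.8 ± 13.9 (SD, n = 2). The replicates differed by more than the counting error for both ratios. One library decides the second mean, which is 12.0 without replicate 1. For p19 the mean differed from that at 48 h by less than the spread between replicates. For p5 it differed by more than the SD, but for both ratios the ranges of the libraries at 48 h and 94 h overlapped.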

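The p5 feature stood at 1766 and 2536 RPKM in the 2 libraries at 48 h, and at 1056 and 3256 RPKM at 94 h, where it held 17 and 27 reads. On the log2(RPKM + 1) scale, its change from 48 h to 94 h was -0.19 (standard error 0.58, adjusted p = 0.986 from limma with Benjamini-Hochberg adjustment), and the sign depended on single libraries, from -1.0 to 0.62 with 1 library left out in turn. The p19 feature changed by -0.88 (standard error 0.47, adjusted p = 0.575) and p40 by -1.24 (standard error 0.24, adjusted p = 0.556) in the same fit. For p40 both libraries at 94 h lay below both at 48 h. The span mRNA_Rep78, which covers the rep and cap genes, held 1.07% and 1.01% of all bacmid reads at 48 h, and 0.471% and 0.968% at 94 h. For the decrease it describes, the paper proposes excision of the wtAAV2 genome from the bacmid as the explanation.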

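The wtAAV2 table lists IE1 as Ac-IE-01, a span from 134515 to 140629, and as Ac-IE-1, from 138881 to 140629, both on the plus strand. The second lies inside the first, so they share reads. Besides Ac-IE-0 and Ac-IE-1, the first contains 4 genes on the plus strand, which held 72.9% to 80.3% of its reads in the wtAAV2 libraries, against 10.7% to 14.9% on Ac-IE-1, so Ac-IE-01 mostly counts those genes. Ac-IE-01 was at 14588 ± 1087 RPKM at 48 h and 14699 ± 1541 RPKM at 94 h (SD, n = 2), a ratio of 1.01. Ac-IE-1 was at 5667 ± 705 and 7540 ± 938 RPKM, a ratio of 1.33. DNA polymerase, listed as Ac-DNA-pol from 65907 to 68861 on the minus strand, was at 1934 ± 15.9 and 1499 ± 44.5 RPKM, a ratio of 0.775. Its log2 change was -0.37 (standard error 0.21, adjusted p = 0.575 from limma with Benjamini-Hochberg adjustment), and both libraries at 94 h were below both at 48 h. Ac-IE-1 changed by 0.41 (standard error 0.23, adjusted p = 0.575). Across the 172 features of distinct coordinates in the wtAAV2 table, 0 had an adjusted p under 0.05, and 10 had an unadjusted p under 0.05. Centring each library on the median baculovirus gene moved this most and gave 1 feature. In data simulated at this spread and size, the same fit called 92.5% of 40 features changed by a factor of 4. With 40 features changed at once, the Benjamini-Hochberg adjustment is laxer than where few change. The share thus overstates the power for a lone change, and smaller changes were not simulated.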

Interestingly the p40 promoter was the most transcribed one, but we failed to detect any VP expression from this promoter. This is likely due to inefficient wtAAV RNA splicing in Sf9 cells, as we were unable to detect spliced RNA. Resulting unspliced mRNAs would therefore display longer 5’-end compared to the spliced forms normally observed in mammalian cells [27] where capsid proteins are translated from two spliced forms of the mRNAs originating from p40 promoter. Thus, in insect cells infected with baculovirus encoding wtAAV2 ribosome might not scan up to VP1 start codon if a more favorable Kozak ATG is placed upstream due to longer 5’-UTR sequence.

To verify this hypothesis, we used Rep78eGFP constructs (with and without ITRs) in which the p40 promoter remained at the C-terminal part of Rep, and performed a western blot against eGFP protein to detect any in frame eGFP peptides. As shown in Fig 6, we were able to detect Rep78 and Rep52 proteins, both fused with eGFP, in the two constructs (with and without the ITRs). However, the main product detected was a peptide-eGFP of about 30 kDa, 9 kDa larger than eGFP alone. This size was consistent with the C-terminal part of Rep proteins present after p40 promoter and fused to eGFP.

In the context of wtAAV or rAAV vector production either in the mammalian cells or baculovirus production system, ribosome leaky scanning mechanism functions up to the point where the ribosome encounters an AUG initiation codon. Following this encounter, the ribosome is not able to scan any further and drives the translation from this last favorable AUG start codon. This means that weak start codons can only drive protein expression if placed upstream of this last favorable AUG start codon. As the two splicing events of *cap* mRNA are not performed in insect cells, the first favorable translational initiation element seems to be the AUG codon located in the C-terminal end of the *rep* ORF (position 1,938–1,940 in the of Rep78-eGFPconstruct). In the context of the wtAAV2 we suppose the same mechanism is happening (unfortunately no Rep antibody is available to detect this short Rep C-terminal peptide), making the initiation of translation of VP1 impossible.

Based on the data obtained from the RNA-seq analysis, it is highly probable that the C-terminal part peptide of Rep78 originating from p40 is expressed in the Rep2/Cap2 cassette in baculovirus. This region of Rep78 has previously been described to contain a zinc finger domain between amino acids 537 and 621 of Rep78 (nucleotides 1,929 to 2,186 in the wtAAV sequence) [28, 29]. Nevertheless, the potential influence of high expression level of this Zn-finger containing truncated protein during rAAV production is out of the frame of this paper and remains to be studied.

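In the Rep2/Cap2 bacmid the rep gene lies on the minus strand, with Rep78 listed from 6606 to 8480 and the p40 feature from 6965 to 6969. At 48 h, p40 held 41 and 118 reads, and its RPKM was 5.02 times that of Rep78 in replicate 1 (95% Clopper-Pearson interval 3.61 to 6.80) and 11.1 times in replicate 2 (9.23 to 13.3). At 94 h it held 1243 and 1036 reads, and the ratios were 15.8 (14.9 to 16.7) and 7.57 (7.12 to 8.04). The means were 8.07 ± 4.32 at 48 h and 11.7 ± 5.81 at 94 h (SD, n = 2), a difference smaller than the spread between replicates. One library decides each of them, since the ratio is 5.02 at 48 h without replicate 2 and 7.57 at 94 h without replicate 1. The 363 nt of rep from 6606 to 6969, downstream of p40, are listed under the name Rep52, and were at 7235 ± 1431 RPKM at 48 h and 9015 ± 2290 RPKM at 94 h. The whole of Rep78 was at 5606 ± 1022 and 7834 ± 2134 RPKM. The part listed as Rep52 contains the p40 feature itself, to which 41 of its 966 reads and 118 of its 1227 reads belong at 48 h, and 1243 of its 8354 reads and 1036 of its 14141 reads at 94 h. The 2 spans are therefore not independent of the p40 peak, and no difference between them is drawn here. The paper proposes that a C-terminal part of Rep78 is expressed from p40 in the cassette.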

In the Rep2/Cap2 cassette used for rAAV production in the baculovirus/Sf9 cell system the two genes are, unlike in the wtAAV2 sequence, in a head-to-head orientation and under the control of the strong and very late baculoviral promoters polh and p10, respectively. The sequences have only been modified to allow the expression of all proteins required for rAAV production through leaky scanning (VP1, VP2, VP3 and AAP from the *cap* gene, and Rep78 and Rep52 from the *rep* gene). This leaky scanning mechanism allows from a single promoter and from a single mRNA to translate several different proteins. Since these *rep* and *cap* genes are derived from the WT AAV sequence, the native promoters p19 and p40 have been conserved in the *rep* gene. These promoters were assumed to be inactive in a heterologous system. 

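Among the 175 features of the wtAAV2 table, the p19 feature ranked 11 and 23 by RPKM in the 2 libraries at 48 h, and 20 and 34 at 94 h. The p5 feature ranked 130 and 110 at 48 h, and 148 and 81 at 94 h. In the Rep2/Cap2 table, which also lists 175 features, p40 ranked 6 and 3 at 48 h and 2 in both libraries at 94 h. The p19 feature of that table ranked 14 and 12 at 48 h, and 4 and 6 at 94 h. No feature in either table was without reads in any of the 8 libraries.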

Since then however some residual activity was described for p19 by Kohlbrenner et al. [22] and our RNA-Seq data suggest that wtAAV2 promoters are all active (S3 Table) when present in a baculovirus backbone. Indeed, we discovered that an increase in the transcription signal within p19 and p40 promoters was present in the *rep* sequence similarly to that of wtAAV2 (Fig 9) in addition to the expected transcriptional activities of polyhedrin and p10 promoters. 

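The p19 feature of the Rep2/Cap2 bacmid lies at 7944 to 7949 on the minus strand, inside rep. Its RPKM was 3.43 times that of Rep78 in replicate 1 at 48 h (95% Clopper-Pearson interval 2.39 to 4.76) and 5.66 times in replicate 2 (4.46 to 7.08), a mean of 4.54 ± 1.58 (SD, n = 2). At 94 h the ratios were 8.51 (7.95 to 9.10) and 3.88 (3.59 to 4.19), a mean of 6.20 ± 3.28. Without replicate 1 the mean at 94 h falls to 3.88. All intervals lay above 1 in the 4 libraries. The polyhedrin promoter feature, at 8485 to 8611 on the minus strand, was at 5675 ± 756 RPKM at 48 h and 10568 ± 1358 RPKM at 94 h. The p10 promoter feature, at 8631 to 8751 on the plus strand, was at 4670 ± 1163 and 7010 ± 1404 RPKM. These features are 126 and 120 nt long, so their RPKM averages over a wider window than the 5 nt of p19. The paper states that the signal rises within p19 and p40 of rep much as it does in wtAAV2.

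**Figure D2:**
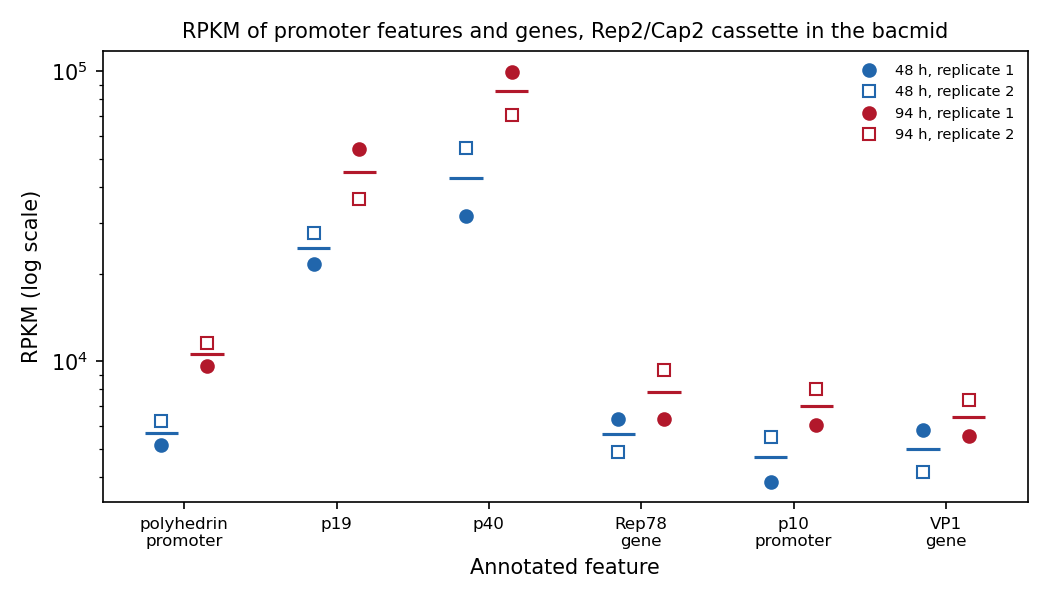
RPKM (vertical axis, log scale) of promoter features and genes (horizontal axis) in the Rep2/Cap2 libraries. Each point is 1 library, with filled circles for replicate 1, open squares for replicate 2, blue for 48 h and red for 94 h, and lines mark the means of the 2 replicates. The p40 feature reaches 99865 and 70704 RPKM at 94 h.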

Besides those peaks, the comparison between the wtAAV2 and the Rep2/Cap2 RNA-Seq results leads also to the discovery of an additional peak of transcription located between the polyhedrin and the p19 promoters 48 hours post-transfection. This transcriptional activity remained constant at 94 hours post-transfection. The only differences between the *rep* sequences originating from wtAAV2 and Rep/Cap cassette are the result of the codon optimisation performed in the Rep/Cap cassette to allow the leaky scanning mechanism and avoid unwanted ATG start codon. Whether this represents a region of polymerase stalling or an actual functional promoter leading to the production of a functional RNA transcript that could influence rAAV production remains to be studied.

**Fig 9:**
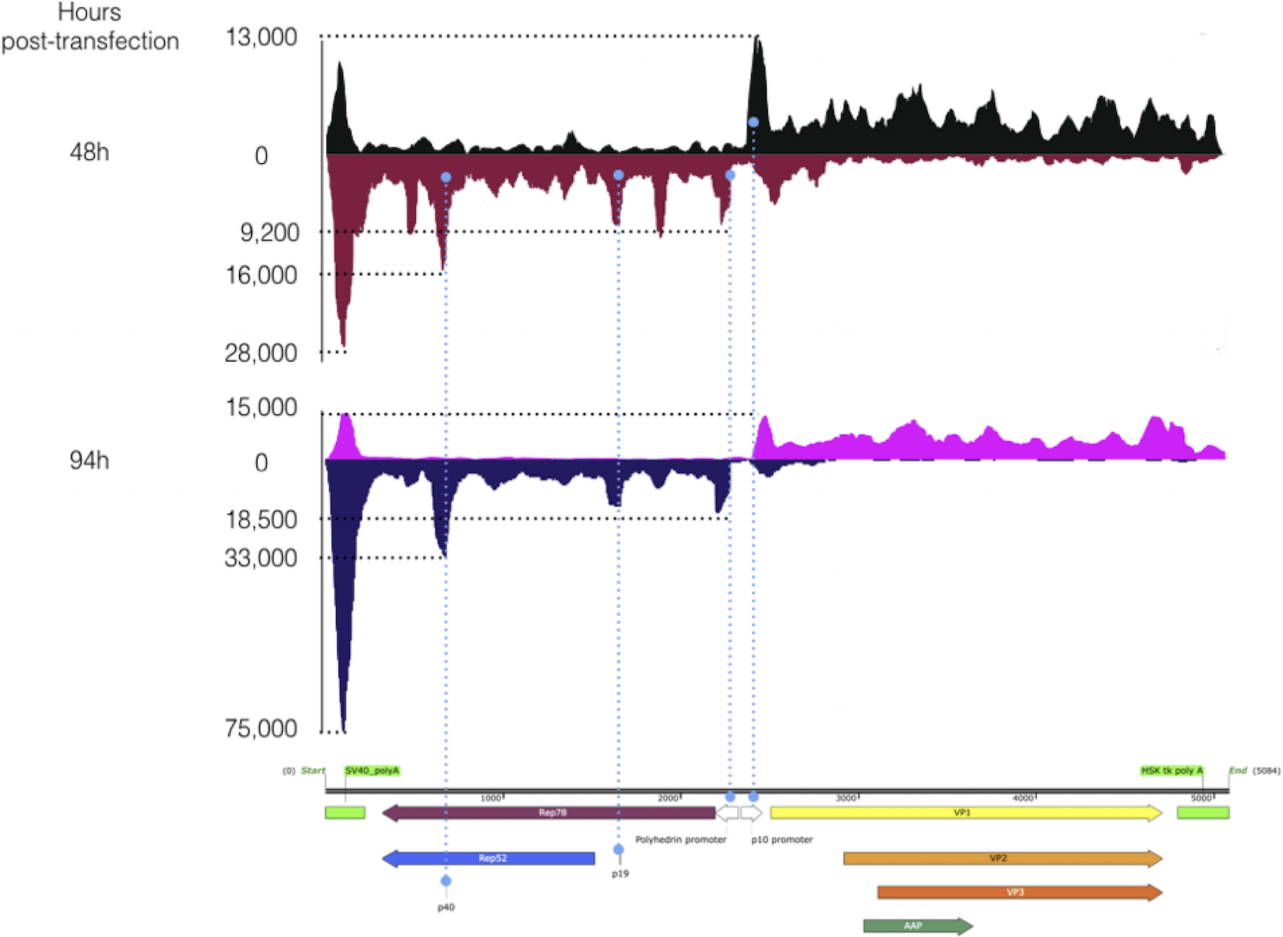
RNA-Seq strand specific reads alignments on Rep/Cap cassette, 48 and 94 hours post transfection. In dark red the reads correspond to *rep* sequence alignments on the negative strand and in black, alignments of the *cap* sequence 48 hours post transfection. Pink color represents the rep mapping 94 hours post transfection and the dark blue the cap alignment 94 hours post transfection. This Rep/Cap cassette used leaky scanning mechanisms to produce all needed proteins. Light blue dots represent the stack of reads aligning to the cassette at specific points. At both time-points we can clearly detect p10 and polh promoters, but also p19 and p40 transcription. Contrary to the WT AAV RNA-Seq the negative strand of both Rep and Cap genes is only less transcribed.

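Between 48 h and 94 h in the Rep2/Cap2 libraries, the log2 change was 0.85 for p19 (standard error 0.34, adjusted p = 0.226 from limma with Benjamini-Hochberg adjustment) and 1.02 for p40 (standard error 0.38, adjusted p = 0.187). The polyhedrin_promoter feature changed by 0.90 (standard error 0.31, adjusted p = 0.164) and p10_promoter by 0.59 (standard error 0.34, adjusted p = 0.385). For these 4 features both libraries at 94 h were above both at 48 h, but no change passed the threshold. Of the cap gene, VP1 changed by 0.38, VP2 by 0.43 and AAP by 0.46, with adjusted p of 0.581, 0.486 and 0.448. Across the 175 features, 0 had an adjusted p under 0.05, 15 had one under 0.1, and 33 had an unadjusted p under 0.05. Simulated features changed by a factor of 4 were called in 85% of cases. There too 40 features changed at once, so the share overstates the power for few or smaller changes. Among other fits, 1 feature passed 0.05 with limma voom. With crossed replicate numbers as a block, chosen after seeing the data, 91 passed, so the count depends on how the replicates are paired.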

RNA-Seq of wtAAV2 infection of HeLa cells has been performed recently [23], allowing a deeper understanding of fundamental genetics of this single stranded virus. Our work was focused on understanding the behavior of AAV sequences in the baculovirus/Sf9 cell framework. To the contrary of what is observed for wtAAV2 infection of human cells, our analysis detected negative strand reads throughout the whole wtAAV2 genome (Fig 10), which represent 56% of the total reads mapping between the ITRs. The baculovirus dsDNA genome allows transcription from both strands, possibly through regulatory elements within the baculovirus backbone, but it should be noticed that contrary to the wtAAV2 sequence, in the Rep2/Cap2 cassette, the non-coding strands appeared to be weakly transcribed. We have no real explanation for this phenomenon, as the *rep* and *cap* genes from the Rep2/Cap2 cassette originate from the wtAAV2 genome.

**Fig 10:**
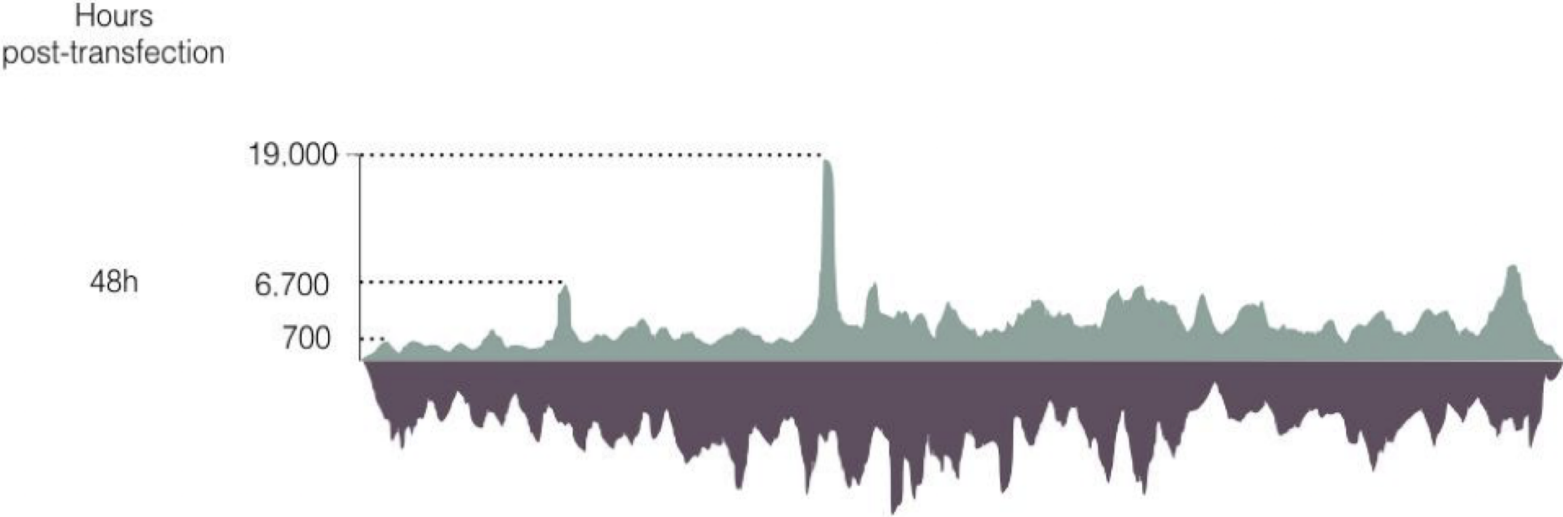
WT AAV2 genome in baculovirus RNA-Seq (strand specific). Dark green represents the reads aligned on the coding strand. Dark grey represents the negative strand. Contrary to the studies performed by Stutika et al. (23), the WT AAV negative strand is highly transcribed in the baculovirus context.

To evaluate the influence of baculoviral helper functions on AAV transcription and replication the pGRG25-AAV2wt transposition plasmid was used as a control in our experiment. 48 hours post transfection, no reads were detectable above background (data not show), which validates our previous experiments reporting the baculoviral helper functions necessary for the AAV gene expression.

## Conclusion and perspectives

We describe in this study that wtAAV2 cannot be produced using the baculovirus/Sf9 cell system due to the unanticipated activity of p5 promoter leading to early expression of Rep78 that subsequently results in wtAAV2 genome excision from the baculovirus backbone via the combined action of ITR recognition and endonuclease activity. Thus, it turns out that it was impossible to generate a stable baculovirus stock harboring the wtAAV2 genome as a cassette. By analyzing the expression of Rep78-eGFP fusion protein in the presence or absence of ITRs, we provide evidence that ITRs play a pivotal role on Rep expression in the baculovirus/Sf9 cell system. We also provide proof that the baculovirus is carrying part of the helper functions needed for AAV replication, as the AAV promoters were only active in baculovirus-infected Sf9 cells.

Finally, we performed strand specific RNA-Seq analysis of the wtAAV2 genome and Rep2/Cap2 cassettes in baculovirus. We discovered that not only p5 and p19 were active (as detected by western blotting) but also p40. This promoter appears to be a strong early promoter, leading to the expression of a C-terminal part of Rep78/52. Our analysis also allowed us to discover an unexpected transcriptional event present in the *rep* ORF of the Rep/Cap cassette which is not present in the wtAAV sequence. We hypothesized that it resulted from the codon optimization performed on such sequences to allow correct expression of the replicase proteins.

Interestingly RNA-Seq analysis of the wtAAV2 genome did not allow detection of any splicing events leading either to the expression of Rep68, Rep40 or the two mRNA spliced forms originating from p40 and coding for VP proteins and AAP. Regarding Rep proteins, this result is confirmed by the absence of detection of Rep68 and Rep40 proteins in western blot while the two proteins (Rep78 and Rep52) originating from the non-spliced forms of mRNAs originating from p5 and p19 promoters, could be detected. Since various insect viruses rely on alternative splicing along their life cycle as shown in *Trichoplusia ni* cells infected with AcMNPV baculovirus [30] or for insect parvoviruses of genus densovirinae like *Galleria mellonella* Densovirus or *Acheta domesticus* Densovirus are able to splice NS mRNA [31, 32]. It is more likely that the absence of alternative splicing observed in the case of wtAAV2 in the baculovirus context results from splicing signal sequence divergence than a complete lack of splicing machinery in insect cells.

The baculovirus/Sf9 system is widely used to produce several rAAV serotypes at large scale [12, 13, 25, 33, 34] although further improvements are still required/possible [35]. To do so, our work allows a deeper understanding of AAV sequence behavior in the baculovirus production system and highlights unexpected transcriptional events and peptide expression. The potential influence of such unexpected elements should be further investigated in order to ameliorate the rAAV production field.

## Supporting information

S1 Table Oligo, primers and probes table. Upper case depicts overlapping primers used for Gibson assembly.
(DOCX) Click here for additional data file.

S2 Table Total reads numbers information table. The table depicts the total reads before and after trimming and the reads numbers after mapping on the Sf21 genome for the Rep2/Cap2 cassette at 48 and 94 hours post transfection (R2C2_timing_duplicate) and WT AAV2 genome 48 and 94 hours post transfection (WT_timing_duplicate).
(DOCX) Click here for additional data file.

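Trimming removed reads that became too short once adapter sequence was cut off. From the paper's numbers before and after trimming, 20.0% and 5.98% of the reads were dropped in the 2 wtAAV2 libraries at 48 h, and 9.55% and 9.34% at 94 h. In the Rep2/Cap2 libraries 9.92% and 21.8% were dropped at 48 h, and 13.9% and 5.40% at 94 h. The reads that did not match the Sf21 genome went on to the bacmid alignment. The totals behind the RPKM values were 1.66% to 3.41% of the trimmed reads in the 48 h libraries and 6.89% to 18.1% in the 94 h libraries, and the larger totals at 94 h give the smaller counting error.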

S3 Table Overall information (position, length, copy number) and RPKM values for baculoviral or cassette genes. The table described all the RPKM values for the Rep2/Cap2 and WT AAV2 construct at 48 and 94 hours post transfection and for each duplicate (Sample_timing_duplicate).
(DOCX) Click here for additional data file.

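S3 Table lists 189 features, of which 161 are in the deposited tables of both constructs. All 1400 RPKM values were identical to those of the deposited tables. Each feature has 1 set of coordinates in S3 Table, although the constructs differ in position and strand. For p19 it gives the position in the Rep2/Cap2 bacmid, 7944 to 7949, whereas in the wtAAV2 bacmid the feature lies at 7191 to 7196. RPKM divides the reads by the length of the feature and by the total of reads of its library, so a feature of 4 or 5 nt reaches a high RPKM from few reads. The PolyA feature of wtAAV2 has a listed length of 0 nt, and its values were recovered as whole reads when 1 nt was used.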

S4 Table Bacmid genome sequence. (RTF) Click here for additional data file.

# Supplementary material for: Genetics instability of wtAAV2 genome and AAV promoter activities in the Baculovirus/Sf9 cells system
**Source:** PLoS One. 2018 Jul 5;13(7):e0199866. doi: 10.1371/journal.pone.0199866
**Supplement:** S1 Table — Upper case depicts overlapping primers used for Gibson assembly.

**Supplementary Table 1:** Oligo, primers and probes table. Upper case depicts overlapping primers used for Gibson assembly.

| **Primer name** | **Sequence 5’ -> 3’** |
| --- | --- |
| M13 pUC Fw | ccagtcacgacgttgtaaaacg |
| M13 pUC Rv | agcggataacaatttcacacagg |
| Fragment_1_Fw | acgggaactcaacgaccttc |
| Fragment_1_Rv | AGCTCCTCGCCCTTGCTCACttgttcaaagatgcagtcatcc |
| Fragment_2_Fw | gtgagcaagggcgaggagctg |
| Fragment_2_Rv | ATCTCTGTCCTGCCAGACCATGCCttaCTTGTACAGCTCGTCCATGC |
| Rep78eGFP_Fw | gtgaattacgtcatagggttaggg |
| Rep78eGFP_Rv | gaccaaagttcaactgaaacg |
| p5_Fw | tacgtcatagggttagggaggtcctg |
| p5_Rv | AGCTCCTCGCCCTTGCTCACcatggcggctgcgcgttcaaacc |
| eGFP_Fw | gtgagcaagggcgaggagctg |
| eGFP_Rv | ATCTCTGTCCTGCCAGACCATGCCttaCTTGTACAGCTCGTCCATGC |
| Bac_DNA_Pol_Fw (qPCR) | attagcgtggcgtgcttttac |
| Bac_DNA_Pol_Rv (qPCR) | gggtcaggctcctctttgc |
| Bac_DNA_Pol_Probe (qPCR) | caaacacgcgcattaacgagagcacc [5']VIC[3']TAMRA |
| wtAAV_Fw (qPCR) | ctccatcactaggggttccttg |
| wtAAV_Rv (qPCR) | gtagataagtagcatggc |
| wtAAV_Probe (qPCR) | tagttaatgattaaccc [5']6-FAM[3']TAMRA |
| SGC_Fw (qPCR) | aagtcggtcccaaaatggtaga |
| SGC_Rv (qPCR) | tgccgtcgttggagttga |
| SGC_Probe (qPCR) | cagaatcaacagtttcag [5’]6-FAM[3']MGB-NFQ |

# Supplementary material for: Genetics instability of wtAAV2 genome and AAV promoter activities in the Baculovirus/Sf9 cells system
**Source:** PLoS One. 2018 Jul 5;13(7):e0199866. doi: 10.1371/journal.pone.0199866
**Supplement:** S2 Table — The table depicts the total reads before and after trimming and the reads numbers after mapping on the Sf21 genome for the Rep2/Cap2 cassette at 48 and 94 hours post transfection (R2C2_timing_duplicate) and WT AAV2 genome 48 and 94 hours post transfection (WT_timing_duplicate).

**Supplementary Table 2:** Total reads numbers information table. The table depicts the total reads before and after trimming and the reads numbers after mapping on the Sf21 genome for the Rep2/Cap2 cassette at 48 and 94 hours post transfection (R2C2_timing_duplicate) and WT AAV2 genome 48 and 94 hours post transfection (WT_timing_duplicate).

|  | **R2C2_048_01** | **R2C2_048_02** | **R2C2_094_01** | **R2C2_094_02** | **WT_048_01** | **WT_048_02** | **WT_094_01** | **WT_094_02** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Total reads before trimming** | 21572939 | 20390105 | 23046709 | 21394720 | 20177448 | 22474774 | 28426114 | 26567432 |
|  |  |  |  |  |  |  |  |  |
| **Reads with adapters** | 4974129 | 6933566 | 5474505 | 2638806 | 5880048 | 2880224 | 5977730 | 5636158 |
| **Reads that were too short** | 2140425 | 4443511 | 3200008 | 1155407 | 4039271 | 1344320 | 2714789 | 2482700 |
| **Reads after trimming** | 19432514 | 15946594 | 19846701 | 20239313 | 16138177 | 21130454 | 25711325 | 24084732 |
| **Reads Mapped** | 12544302 | 11174058 | 11866770 | 11925433 | 11421381 | 15420346 | 16136726 | 16708964 |
| **Reads Unmapped** | 6888414 | 4772769 | 7980217 | 8314129 | 4717055 | 5710467 | 9575151 | 7376176 |
|  |  |  |  |  |  |  |  |  |
| **% Reads with adapters** | 23.06% | 34.00% | 23.75% | 12.33% | 29.14% | 12.82% | 21.03% | 21.21% |
| **% Reads that were too short** | 9.92% | 21.79% | 13.88% | 5.40% | 20.02% | 5.98% | 9.55% | 9.34% |
| **% Reads after trimming** | 90.08% | 78.21% | 86.12% | 94.60% | 79.98% | 94.02% | 90.45% | 90.66% |
| **% Reads Mapped on SF21** | 58.15% | 54.80% | 51.49% | 55.74% | 56.60% | 68.61% | 56.77% | 62.89% |
| **% Reads Unmapped on SF21** | 31.93% | 23.41% | 34.63% | 38.86% | 23.38% | 25.41% | 33.68% | 27.76% |

# Supplementary material for: Genetics instability of wtAAV2 genome and AAV promoter activities in the Baculovirus/Sf9 cells system
**Source:** PLoS One. 2018 Jul 5;13(7):e0199866. doi: 10.1371/journal.pone.0199866
**Supplement:** S3 Table — The table described all the RPKM values for the Rep2/Cap2 and WT AAV2 construct at 48 and 94 hours post transfection and for each duplicate (Sample_timing_duplicate).

**Supplementary Table 3:** Overall information (position, length, copy number) and RPKM values for baculoviral or cassette genes. The table described all the RPKM values for the Rep2/Cap2 and WT AAV2 construct at 48 and 94 hours post transfection and for each duplicate (Sample_timing_duplicate).

How the deposited data were processed for this re-analysis (not part of the article)

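RNA of Sf9 cells transfected with a bacmid carrying wtAAV2 or the Rep2/Cap2 cassette was sequenced at 48 h and 94 h post transfection, with 2 replicates for each construct and time point, 8 libraries in all. The authors deposited 1 table per construct, with 175 annotated features each, whose values are in RPKM. To make these RPKM values the authors trimmed the reads with FastqSweeper, dropped the reads that matched the Sf21 draft genome, aligned the rest with bowtie to a custom bacmid sequence and quantified the features with HOMER. The version of bowtie and the strand setting of the quantification are not given in the paper's text. If the quantification ignored strand, features that overlap on opposite strands share reads. Coordinates are those of the authors' custom sequences, which were not analysed here as sequence. The libraries were mapped to construct, time point and replicate from the sample labels and the column names.

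Reads were recovered as RPKM times length times total, with a length of 1 nt for the PolyA feature, and were whole for 100% of the features in each library. The median totals of the groups ranged from 432918 to 3387420.5 reads. The totals set the counting error of the p5, p19 and p40 features, which are 4 or 5 nt long, and the lowest count on any feature was 3 reads. Ratios between features were computed within each library and averaged over the 2 replicates, with 95% Clopper-Pearson intervals of the share of reads turned into RPKM ratios, taking the reads of an inner feature as a share of those of the outer one where features are nested (scipy 1.17.1, Python 3.11.15). The gene body of p5, p19 and p40 was the span of mRNA_Rep78, mRNA_Rep52 and mRNA_VP1. The 3 spans with the coordinates of another were dropped from the tests.

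Changes between 48 h and 94 h were tested with limma 3.58.1 in R 4.3.3 on log2(RPKM + 1), within each construct, with Benjamini-Hochberg adjustment and a threshold of 0.05. A fold change on this scale understates the change of low features. A further model over the 161 features named alike in both tables tested whether the change differed between the constructs. No count model was used, since the values are RPKM. The fit was tested on simulated reads with 40 features changed by a factor of 4, since the tables hold only 175 features. In wtAAV2 it called 37 of them and 3 unchanged features, in Rep2/Cap2 34 and 3, and in the model of both constructs 30 and 1. The simulation drew each feature independently. With 40 features changed at once, the adjustment is laxer than where few change. Changes below a factor of 4 were not simulated, so the power for them is not known.

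Before the data were examined, the alternatives were set as pseudocounts of 0.1 and 10, a minimum of 10 reads in every library, centring on the median baculovirus gene, limma voom on the recovered reads, a replicate block, a threshold of 0.1, other ways to average or to define a ratio, and leaving out each replicate in turn. The features named in the text are those that the paper's RNA-Seq text and legends name, and the features with the largest changes past the threshold, of which there were none. A feature outside this rule is said to be so where it is named. The distribution of reads between strands and the additional peak within rep have no feature of their own in the tables and were not analysed here.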

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

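The tests in this part were chosen after the results were seen.

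Exceptions are the limma fits within each construct and over the 161 features named alike, which were set beforehand. The p40 feature moved in opposite directions in the 2 constructs. Between 48 h and 94 h its log2 change was -1.24 in wtAAV2 and 1.02 in Rep2/Cap2, and in each construct both libraries at 94 h lay on the same side of both at 48 h. Neither change passed an adjusted p of 0.05 in its own construct. The feature has another name in each table, so it was not among the features compared between constructs. Once matched, an alternative chosen after seeing the data, its changes differed by 2.26 between the constructs (standard error 0.45, adjusted p = 0.117 from limma with Benjamini-Hochberg adjustment over 162 features), which did not pass 0.05. The p19 feature also changed in opposite directions, by -0.88 and 0.85, a difference of 1.73 (standard error 0.61, adjusted p = 0.351 from the same limma test with Benjamini-Hochberg adjustment, and 0.350 to 0.586 over the alternatives), although in wtAAV2 its libraries at 48 h and 94 h overlapped. Of the 161 features named alike in both tables, 6 moved apart in this way (3.73%), against 5.56% expected by chance. Another 33 moved the same way in both constructs. The chance value treats the constructs as independent, so it is not a fair baseline for the 6. Scaling to the total of bacmid reads is argued against as the cause, since after centring on the median baculovirus gene the changes were -1.13 and 1.44. A loss of AAV templates would lower all AAV features of wtAAV2 alike. The share of AAV reads that lay on p40 was 3.59% and 3.02% at 48 h, and 2.84% and 1.61% at 94 h. Only the last, with an interval of 1.42% to 1.82%, fell below the 48 h intervals, so template loss cannot be told apart from lower use of p40 on 1 library. In Rep2/Cap2, p40 relative to Rep78 was 5.02 and 11.1 in replicates 1 and 2 at 48 h, and 15.8 and 7.57 at 94 h. The ranges of the time points overlapped, so a rise with time cannot be told apart from a library to library difference in the height of the promoter peaks on 4 libraries. A difference between the constructs in the use of p40 and p19 over time stays open as a hypothesis.

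Reads were present on the bacterial genes of the bacmid, which the paper does not discuss, in all 8 libraries. The set of 6 genes (KanR, sopA, sopB, sopC, repE and ccdB) was chosen by name after the tables were seen. The lowest count was 31 reads, on sopC, above the 3 reads that a count of 0 allows. The median of the 6 genes ranged from 868 to 2872 RPKM, while the median of the 150 baculovirus genes ranged from 2701 to 3883 RPKM. Evenly spread bacmid DNA in the libraries is argued against as the whole source, because ccdB was at 2.97 times the RPKM of sopB in the library with the lowest ratio (interval 2.85 to 3.10). Dilution of the input bacmid DNA as the virus genome multiplies was examined as a fall of the 6 genes alike. These genes lie on the same bacmid sequence as the baculovirus genes, however, and would be copied along with them. Such a fall therefore cannot tell whether dilution occurred. In wtAAV2 the mean log2 change was -0.24 for KanR, and from -0.76 for sopC to -0.88 for sopA among the other 5. In Rep2/Cap2 sopC changed by 0.28 and KanR by -0.12, while sopA, sopB, repE and ccdB changed by -0.64 to -0.80. The direction of KanR depended on single libraries, with changes of -0.54 to 0.066 in wtAAV2 and of -0.57 to 0.32 in Rep2/Cap2 when 1 library was left out, while the other 5 genes kept theirs. With centring on the median baculovirus gene, KanR in Rep2/Cap2 changed by 0.30 in place of -0.12, while the others kept their direction. The lowest adjusted p was 0.300 from limma with Benjamini-Hochberg adjustment. Around the mean of the 6, the root mean square of the changes was 0.237 in wtAAV2 and 0.433 in Rep2/Cap2. The spread between replicates, also around the mean of the 6, was 0.0564 and 0.122. With that mean left in, replicates differed far more, as for sopB at 541 and 948 RPKM in wtAAV2 at 94 h. The genes thus moved apart from each other by more than between replicates, mostly through KanR in wtAAV2, and through KanR and sopC in Rep2/Cap2. KanR, and in Rep2/Cap2 also sopC, thus departed from a fall alike. The others fell nearly alike, but that cannot count for dilution, since they would be copied with the virus genome. A change in the transcription of the 6 genes with time stays open, as the tables hold no DNA measurement to test it against. DNA reads with a bias for sequence composition were not tested.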

How the results depend on the processing

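Pooling the reads, taking the ratio of mean RPKM and leaving out a replicate were run on all 13 ratios, and moved each by no more than 1 SD between replicates. With 2 replicates, leaving out 1 cannot move a mean by more than that, so it says nothing about stability. Omitting the division by length was run on the 4 ratios between promoters in wtAAV2 and moved them by no more than 1 SD. Giving the promoter features a width of 5 nt was run on the 4 ratios in Rep2/Cap2. It lowered those of p40 by less than 1 SD and leaves those of p19, already 5 nt wide, as they are. Taking only the segment to the next mRNA start was run on 5 ratios and moved 3 of them. The gene body ratio of p40 to p19 became 1.17 and that of p40 to p5 became 1.95, and the ratio of p5 to its own gene body became 1.54. The segments of p5 and p19 leave out the shared 3' part, which is why these ratios rise. That of p40 is the whole mRNA_VP1 span, which is the shared part itself. The ratios of p40 to p19 and p5 therefore do not isolate the reads of RNA from p40.

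The count of changed features was 0 in wtAAV2, in Rep2/Cap2 and in the model of both constructs, with 10, 33 and 16 at an unadjusted p under 0.05. With centring on the median baculovirus gene, 1 feature passed in wtAAV2. It was PolyA, with an adjusted p of 0.00501 from limma with Benjamini-Hochberg adjustment against 0.477 to 0.673 under the other alternatives, and it rests on 3 and 5 reads at 48 h. With limma voom 1 feature passed in Rep2/Cap2. It was AcOrf-25, with an adjusted p of 0.0329 against 0.0730 to 0.248 under the other alternatives set beforehand. Both are named because they were the only calls, after their values were seen. At a threshold of 0.1 there were 15 in Rep2/Cap2 and 0 elsewhere. The causes were not tested. Centring moved the median log2 change of Rep2/Cap2 from -0.083 to 0.34, so changes there are relative to the scaling chosen. Of the features that the paper names, none changed sign with the scaling, pseudocount, voom or block. None did with the filter either, which left out p5 and ITR2 of wtAAV2. Of the bacterial genes, KanR in Rep2/Cap2 changed sign with centring.

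With the replicate number as a block, 0 features passed in each of the 3 comparisons, with 11, 18 and 15 at an unadjusted p under 0.05. The numbers did not pair the samples throughout. The deviations of same-numbered libraries at 48 h and 94 h correlated at 0.37 in wtAAV2 and -0.87 in Rep2/Cap2. Between the constructs they correlated at -0.21 at 48 h and 0.855 at 94 h, and at 0.10 and -0.82 across time points, so only some pairs of groups deviated together. With crossed numbers as a replicate block, an alternative chosen after seeing the data, 91 features passed in Rep2/Cap2, 26 higher and 65 lower at 94 h.

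Leaving out 1 library changed the sign of 5 log2 changes, all of them small or of few reads. The ranges were -1.0 to 0.62 for p5 in wtAAV2, -0.55 to 1.22 for the ITR, -0.098 to 0.12 for Ac-IE-01 in wtAAV2, -0.048 to 0.42 for Ac-IE-1 in Rep2/Cap2 and -0.21 to 0.23 for Ac-IE-01 in Rep2/Cap2. The other features that the paper names kept their direction when 1 library was left out. Of the bacterial genes, KanR did not in either construct. Depth limits the features with few reads at 48 h, such as p5 with 4 and 7 reads, ITR2 with 4 in each library and PolyA.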

Differences from the paper's values

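For wtAAV2 at 94 h, the RPKM of p40 was 3.23 times that of p19, against the paper's 22, and 21.8 times that of p5, against the paper's 3. Taken in the opposite order of promoters, the paper's values lie within the replicate SD of these. None of the alternatives set before the data were examined closed the gap for p19. For p5, the ratio of mean RPKM (16.8) and the value without replicate 1 (12.0) lay within the replicate SD of 13.9 of the paper's value. The pooled reads, the reads without division by length and the value without replicate 2 did not. That SD is wide because the 2 libraries differ. The intervals of both libraries (19.5 to 54.8 and 8.05 to 18.5) lay above 3, so the gap for p5 was not closed either.

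The gene body ratio at 48 h was 1.04 for p40 to p19, against the paper's 1.6, and 1.11 for p40 to p5, against the paper's 2.3. With only the segment to the next mRNA start they were 1.17 (1.07 and 1.27 in the 2 replicates) and 1.95 (1.73 and 2.17), less than 1.5 times from the paper's values but below them in both replicates. With the ratio of mean RPKM, the pooled reads or either replicate left out, the ratios stayed more than 1.5 times below the paper's. None of the alternatives set before the data were examined reached the paper's values.

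The paper states that reads of p5 decreased at 94 h. The mean RPKM of p5 was 2151 ± 544 at 48 h and 2156 ± 1556 at 94 h (SD, n = 2). With 1 library left out in turn, its log2 change ran from -1.0 to 0.62, so a decrease is neither shown nor excluded. The paper also describes a peak of reads near p5, from the alignment of the reads. The p5 feature was 0.868 ± 0.256 times its own mRNA span at 48 h, and 1.54 times the segment to the next mRNA start. It is 5 nt long and held 4 and 7 reads, and the intervals against its span (0.187 to 1.76 and 0.422 to 2.16) included 1. Reads around the feature were not examined, so these values neither show nor exclude the paper's peak.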

Other observations

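The tests in this part were chosen after the results were seen.

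The limma results of Ac-DNA-pol below are the exception, since those fits and their alternatives were set beforehand. The 2 replicates at 94 h deviated from each other along the same features in both constructs. Over the 161 features named alike, and among 6 pairs of groups compared, the deviations of the wtAAV2 pair and of the Rep2/Cap2 pair at 94 h correlated at 0.855, and the largest correlation in 1000 permutations of the features was 0.251. Features are not independent replicates. The pair of Rep2/Cap2 at 48 h showed the same deviation with the numbers reversed, at -0.820 against the wtAAV2 pair at 94 h. AcOrf-73 and Ac-p10 were chosen after their values were seen. AcOrf-73 was at 121298 and 33733 RPKM in wtAAV2 and at 97338 and 28256 RPKM in Rep2/Cap2 at 94 h, while Ac-p10 went the other way in both. The share of reads dropped by trimming cannot be told apart from other causes on 4 pairs of libraries. In all 4 pairs the library with more dropped reads lay on the same side of this deviation, which chance gives in 12.5% of cases, counting either side. The sizes did not follow it, however. The wtAAV2 pair at 48 h, whose deviations correlated at only 0.363 with those of the wtAAV2 pair at 94 h, differed most in the share, by 14.0 percentage points, yet had the smallest median difference between replicates, 0.159 on the log2 scale, while the wtAAV2 pair at 94 h differed by 0.205 points and had a median difference of 0.484. With feature length regressed out, the correlation was still 0.848. Evenly spread background reads would act on weak features, but among the 54 most expressed features the correlation was 0.863. A candidate explanation that stays open is that one culture was further along in infection than the other. The wtAAV2 deviations correlated at 0.364 with the change from 48 h to 94 h in Rep2/Cap2, but those of Rep2/Cap2 at -0.195 with the change in wtAAV2. These changes come from libraries that carry the same deviation, so the explanation cannot be told apart from a difference in library preparation. The ratios of p19 and p40 to Rep78 in Rep2/Cap2 were higher in replicate 2 at 48 h and in replicate 1 at 94 h, the libraries in which AcOrf-73 was also higher.

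The log2 change of Ac-DNA-pol was -1.47 in Rep2/Cap2 (standard error 0.30, adjusted p = 0.0731 from limma with Benjamini-Hochberg adjustment) and -0.37 in wtAAV2. In Rep2/Cap2 it went from 1931 ± 1.51 to 699 ± 85.7 RPKM (SD, n = 2). The difference between the constructs was -1.10 (standard error 0.27), with an adjusted p of 0.316 from limma with Benjamini-Hochberg adjustment, and of 0.234 to 0.648 over the alternatives. In that model 0 of 161 features passed and 16 had an unadjusted p under 0.05, so the difference between the constructs is not established. No explanation was tested for it.

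The ITR features of wtAAV2 were the weakest part of the AAV region, at 165 ± 16.1 RPKM for the ITR before p5 and 56.2 ± 7.84 RPKM for ITR2 at 48 h (SD, n = 2), against 3020 ± 45.7 RPKM for X_Protein near the 3' end. The effect of the repeated ITR sequence on the alignment was not tested.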
